# KIT Is Required for Fetal Liver Hematopoiesis

**DOI:** 10.3389/fcell.2021.648630

**Published:** 2021-07-29

**Authors:** Alessandro Fantin, Carlotta Tacconi, Emanuela Villa, Elena Ceccacci, Laura Denti, Christiana Ruhrberg

**Keywords:** KIT, hemogenic endothelium, erythromyeloid progenitors, yolk sac, fetal liver

## Abstract

In the mouse embryo, endothelial cell (EC) progenitors almost concomitantly give rise to the first blood vessels in the yolk sac and the large vessels of the embryo proper. Although the first blood cells form in the yolk sac before blood vessels have assembled, consecutive waves of hematopoietic progenitors subsequently bud from hemogenic endothelium located within the wall of yolk sac and large intraembryonic vessels in a process termed endothelial-to-hematopoietic transition (endoHT). The receptor tyrosine kinase KIT is required for late embryonic erythropoiesis, but KIT is also expressed in hematopoietic progenitors that arise via endoHT from yolk sac hemogenic endothelium to generate early, transient hematopoietic waves. However, it remains unclear whether KIT has essential roles in early hematopoiesis. Here, we have combined single-cell expression studies with the analysis of knockout mice to show that KIT is dispensable for yolk sac endoHT but required for transient definitive hematopoiesis in the fetal liver.

## Introduction

Several consecutive waves of hematopoietic progenitors arise and contribute blood and immune cells to the growing vertebrate embryo in close spatiotemporal proximity to developing blood vessels (Hoeffel and Ginhoux, 2018). The first primitive hematopoietic precursors originate in the yolk sac blood islands between E7.0 and E8.25 in the mouse and differentiate into embryonic erythrocytes and yolk sac macrophages (Ginhoux and Guilliams, 2016; Hoeffel and Ginhoux, 2018; Canu and Ruhrberg, 2021). These yolk sac macrophages colonize the embryo and differentiate into tissue-resident macrophages. The transient definitive wave of hematopoietic precursors arises when a subset of ECs in the yolk sac specializes into hemogenic endothelium to undergo an endothelial-to-hematopoietic transition (endoHT) between E8.5 and E9.5 in the mouse (Hoeffel and Ginhoux, 2018). This process generates erythromyeloid progenitors (EMPs), which leave the yolk sac after the onset of blood flow and colonize the liver (Lux et al., 2008; Frame et al., 2013; McGrath et al., 2015; Hoeffel et al., 2015; Hoeffel and Ginhoux, 2018). In the liver, EMPs give rise to both transient definitive erythrocytes and monocyte precursors for tissue macrophages. It is thought that the liver EMP-derived macrophages replace the initial pool of yolk sac-derived macrophages in all organs, with the exception of the tissue-resident macrophages of the central nervous system, termed microglia (Hashimoto et al., 2013; Hoeffel et al., 2015). Finally, the definitive wave of hematopoietic precursors emerges via endoHT in the aorta-gonad-mesonephros (AGM) region (Sanchez et al., 1996; Yokomizo and Dzierzak, 2010) as a continuum of pro-, pre-, and definitive hematopoietic stem cells (HSCs) that seed the liver from E10.5 in the mouse before colonizing the bone marrow just before birth (Taoudi et al., 2008; Rybtsov et al., 2014, 2011; Azzoni et al., 2018).

Hemogenic ECs are induced by retinoic acid signaling, which upregulates the expression of the receptor tyrosine kinase KIT (Dejana et al., 2017), whereby KIT cell surface expression is often used as a distinguishing feature from non-blood-forming ECs (Goldie et al., 2008). Moreover, KIT is also used as a key marker for the progeny of hemogenic endothelium, including EMPs (Gomez Perdiguero et al., 2015; Hoeffel et al., 2015; McGrath et al., 2015) and HSCs (Sanchez et al., 1996; Gomez Perdiguero et al., 2015). Genetic defects that disrupt KIT signaling reduce the number of late embryonic HSCs (Ikuta and Weissman, 1992), affect lymphopoiesis in the adult (Waskow et al., 2002), and cause severe macrocytic anemia and thus late embryonic or perinatal lethality (Bernex et al., 1996; Broudy, 1997; Ding et al., 2012). The anemic phenotype was ascribed to an erythroid differentiation block in the fetal liver after E13.5 (Chui and Russell, 1974; Chui and Loyer, 1975; Chui et al., 1978; Broudy, 1997) that could be rescued by wild-type HSCs (Fleischman and Mintz, 1979) or by erythropoietin overexpression (Waskow et al., 2004). Subsequent studies with function-blocking antibodies further suggested that hematopoietic waves originating before E12.5 depend less on KIT than later embryonic waves (Ogawa et al., 1993). However, it has not been directly addressed whether KIT is required for yolk sac endoHT, EMP formation, or EMP function.

Here, we have combined confocal imaging, single-cell transcriptomic analyses, and flow cytometry to identify the cellular profile of *Kit* expression during early hematopoiesis in the mouse. Our functional studies further show that the hematopoietic requirement for KIT does not comprise yolk sac hematopoiesis, including the generation of EMPs. Instead, we find that KIT is required for EMP expansion and the EMP-dependent process of transient-definitive hematopoiesis that takes place in the fetal liver and includes the generation of fetal erythroid cells. KIT is therefore required for erythropoiesis earlier than previously reported. These conclusions agree with those in prior studies of mice lacking the KIT ligand KITL, also known as stem cell factor (SCF) (Azzoni et al., 2018).

## Results

### KIT Marks EMPs but Is Dispensable for endoHT and Hematopoiesis in the Yolk Sac

Whole-mount immunostaining of E9.5 yolk sacs localized KIT to small clusters of cells within the CDH5^+^ KDR^+^ endothelium that appeared rounder and smaller than neighboring ECs, consistent with imminent budding into the vascular lumen (Figures 1A,B). These observations support the idea that KIT is expressed by EMPs generated by hemogenic ECs undergoing endoHT and corroborate that KIT immunostaining distinguishes hemogenic from non-blood-forming ECs. We further found that CDH5 was concentrated at adherens junctions at cell–cell contacts between KIT^–^ ECs, consistent with its key role in joining ECs into vascular channels (Giannotta et al., 2013). Notably, KIT^+^ EMPs budding from the hemogenic endothelium had more intracellular CDH5 staining than neighboring ECs (Figures 1B,C, full arrowhead), and EMPs already released into the vessel lumen appeared negative for CDH5 by immunostaining (Figure 1C, empty arrowhead). These findings suggest that CDH5 internalization precedes EMP budding, presumably as a prerequisite for EMPs to break contact with the endothelial monolayer.

**FIGURE 1:**
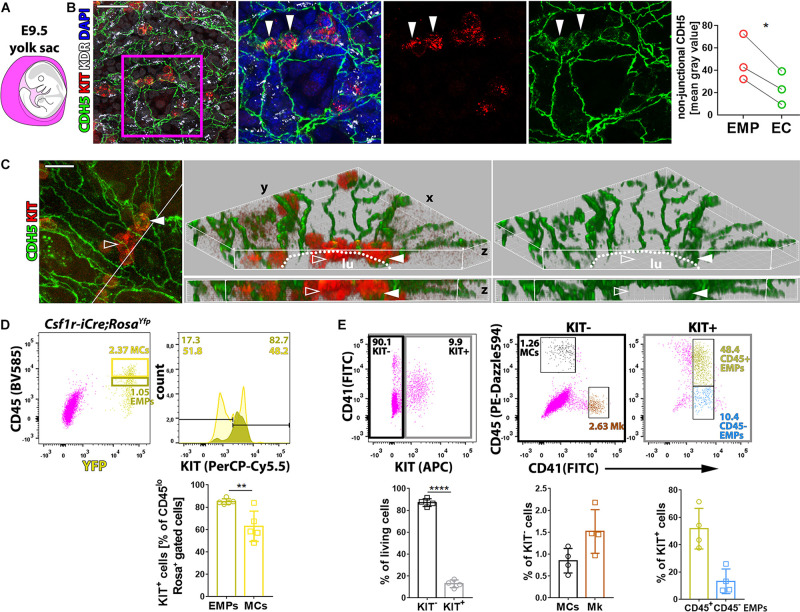
KIT marks EMPs budding from hemogenic endothelium. **(A)** Schematic representation of an E9.5 mouse embryo surrounded by the yolk sac, shown in purple. **(B,C)** Whole-mount labeling of E9.5 mouse yolk sacs with the indicated markers (*n* = 3). The dot plot represents the staining intensity (mean gray value) for CDH5 in the cytoplasm of KIT^+^ EMPs and KIT^–^ ECs; each data point represents the average value from at least seven cells in >2 fields of view from one yolk sac; *p < 0.05 (paired Student’s *t*-test). The white line in the left panel in **(C)** marks the clipping plane for the 3D-rendered lateral views in the center and right panels; white arrowheads indicate KIT^+^ CDH5^+^ budding EMPs, empty arrowheads indicate KIT^+^ CDH5^–^ EMPs in the vessel lumen; the dotted lines indicate the lumen (lu); scale bars: 50 μm **(B)**, 20 μm **(C)**. **(D)** Flow cytometry analysis of single living cells from E9.5 *Csf1r-iCre;Rosa^*Yfp*^or Rosa^*tdTom*^* mouse yolk sacs with the indicated markers (*n* = 5). The dark and bright yellow boxes in the scatter plot indicate the gates used to quantify the percentage of KIT^+^ cells in the populations containing putative EMPs (CD45^low^ YFP^+^ or TdTomato^+^) and myeloid cells (MCs, CD45^high^ YFP^+^ or TdTomato^+^; a presentative experiment is shown for *Rosa*^*Yfp*^), respectively. Pooled data for *Rosa*^*Yfp*^ or *Rosa*^*tdTom*^ experiments are shown as mean ± SD; each data point represents the value from one embryo; **p < 0.01 (paired Student’s *t*-test). **(E)** Flow cytometry analysis of single living cells from E9.5 mouse yolk sacs with the indicated markers (*n* = 4). The black and gray boxes in the scatter plot on the left-hand side indicate the gates used to quantify the proportion of KIT^+^ and KIT^–^ cells, which were further analyzed, as shown in scatter plots in the center and on the right-hand side, respectively. The color-coded annotation indicates the gates used to determine the percentage of the KIT^–^ MCs and megakaryoblasts (Mk) as well as the KIT^+^ CD45^+^ and CD45^–^ putative EMPs.

To identify EMPs with flow cytometry, KIT surface expression together with low levels of CD45 staining (CD45^low^) has previously been combined with *Csf1r-iCre*-mediated lineage tracing (Gomez Perdiguero et al., 2015; Hoeffel et al., 2015) or with CD41 co-expression (McGrath et al., 2015; Frame et al., 2016). Using *Csf1r-iCre*-mediated lineage tracing with the recombination reporter *Rosa*^*Yfp*^ or *Rosa^*tdTom*^*, we found that more than 80% of CD45^low^ YFP^+^ or TdTomato^+^ cells were also KIT^+^ in E9.5 yolk sacs (Figure 1D). Analysis of KIT surface expression with both CD41 and CD45 identified a KIT^–^ cell population composed of CD45^+^ CD41^–^ cells (Figure 1E) that likely correspond to myeloid cells (MCs) (McGrath et al., 2015; Frame et al., 2016) and CD45^–^ CD41^+^ cells (Figure 1E) that likely correspond to megakaryoblasts (McGrath et al., 2015; Frame et al., 2016; Cortegano et al., 2019). By contrast, the KIT^+^ population (Figure 1E) included CD41^low^ cells, which were mostly CD45^+^. This cell population likely contains progenitors with definitive erythroid, myeloid, and lymphoid potential, including the previously described *Csf1r*-lineage traced CD45^low^ KIT^+^ EMPs (Gomez Perdiguero et al., 2015; Hoeffel et al., 2015) and CD45^+^ CD41^+^ KIT^+^ EMPs (McGrath et al., 2015; Frame et al., 2016), as well as lymphomyeloid progenitors (Boiers et al., 2013). The smaller proportion of KIT^+^ CD41^low^ progenitors that did not express CD45 (Figure 1E) may include EMPs that are CD45^–^ (McGrath et al., 2015), possibly because they are less mature, as well as other KIT^+^ CD41^+^ CD45^–^ hematopoietic precursors that have recently been described (Yamane, 2018).

To understand whether KIT promotes EMP formation and/or affects the differentiation potential of EMPs, we performed flow cytometry analysis of yolk sacs from mice lacking KIT. For this experiment, we used mice homozygous for the *Kit*^*CreERT2*^ knock-in allele, in which the *Cre* recombinase gene is inserted into the endogenous *Kit* locus (Klein et al., 2013) to generate a true *Kit* null allele (Heger et al., 2014). These mice are hereafter referred to as *Kit^–/–^* mutants. Notably, KIT loss in E9.5 yolk sacs (Figure 2A) did not significantly alter the proportion or the number of the CD45^–^ CD41^–^ TER119^+^ erythroblasts (Frame et al., 2016), the CD45^–^ CD41^+^ population that includes megakaryoblasts, the CD41^low^ progenitor population that includes both CD45^+^ and CD45^–^ EMPs, or the CD45^+^ CD41^–^ population corresponding to differentiating MCs (Figures 2B,C). Moreover, functional CFU-C assays with E9.5 yolk sac cells identified progenitors with either mixed erythro-myeloid (GEMMk: granulocyte, erythroid, monocyte/macrophage, megakaryocyte) or a more myeloid committed potential (GM: granulocyte, monocyte/macrophage; GMo: granulocyte, monocyte) in similar proportions in KIT-deficient and littermate control embryos (Figure 2D and Supplementary Figure 1). By contrast, the number of functional progenitors in the mutants appeared reduced, albeit not at statistically significant levels (Figure 2D). Moreover, the colonies that grew from the mutant progenitors contained significantly fewer cells than those of wild-type littermates (Figure 2D), which indicates that the progenitors have reduced proliferative capacity.

**FIGURE 2:**
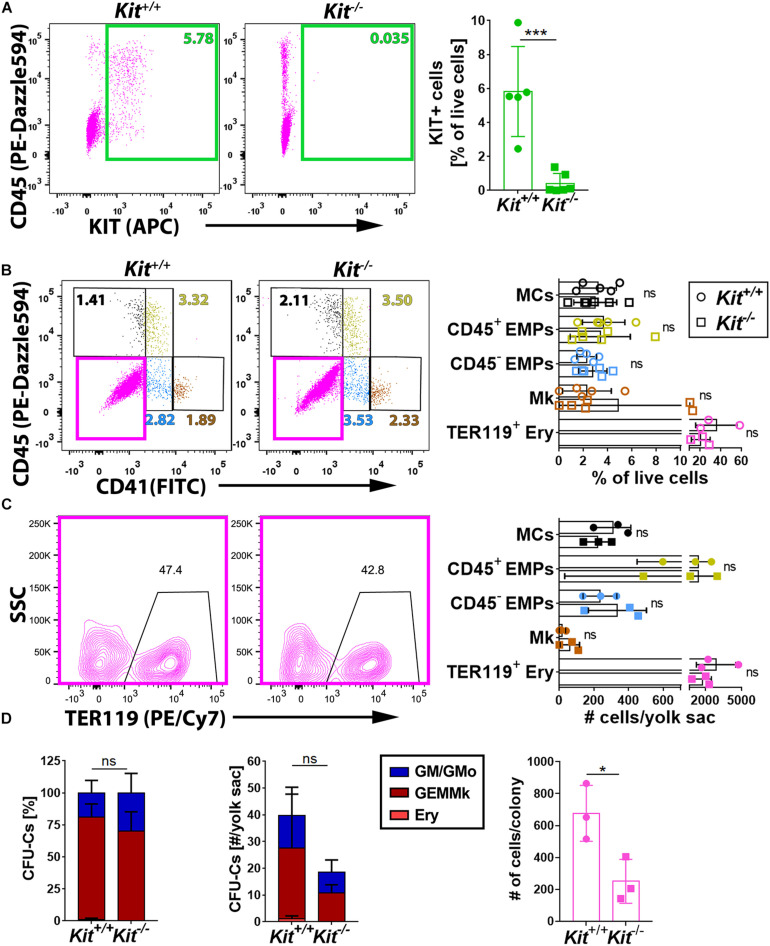
KIT is dispensable for yolk sac hematopoiesis. **(A)** Flow cytometry analysis of single living cells from E9.5 *Kit*^+/+^ and *Kit^–/–^* littermate mouse yolk sacs (*n* = 5 each) with the indicated markers. The green boxes in the scatter plots indicate the gates used to determine the percentage of KIT^+^ cells. Data are shown as mean ± SD; each data point represents the value from one embryo; ***p < 0.001 (unpaired Student’s *t*-test). **(B,C)** Flow cytometry analysis of single living cells from E9.5 *Kit*^+/+^ and *Kit^–/–^* (*n* ≥ 3 each) littermate mouse yolk sacs with the indicated markers. The color-coded boxes or annotation in the scatter plots indicate the gates used to determine the percentage (top bar graph) as well as the embryo equivalent number (bottom bar graph) of cell populations defined by CD45, CD41, or TER119 expression levels. Data are shown as mean ± SD; each data point represents the value from one embryo; non-significant (two-way ANOVA followed by Sidak’s multiple comparisons test). **(D)** Quantification of the percentage (left panel), number (center panel), and colony cell number of CFU-C (right panel) in *Kit*^+/+^ versus *Kit^–/–^* littermate E9.5 yolk sacs (*n* = 3 each). Each data point represents the value from one embryo; stacked bar graph data are shown as mean ± SEM; ns, non-significant (two-way ANOVA); bar graph data are shown as mean ± SD; *p < 0.05 (unpaired Student’s *t*-test).

Taken together, the analysis of KIT-deficient mice at E9.5 suggests that KIT is dispensable for primitive yolk sac hematopoiesis and for EMP formation from hemogenic endothelium in the yolk sac, but that it is required cell autonomously in EMPs for their expansion.

### KIT Is Dispensable for Yolk Sac-Derived Macrophage Colonization of Embryonic Organs

Yolk sac-born macrophages give rise to microglia (Schulz et al., 2012; Kierdorf et al., 2013; Gomez Perdiguero et al., 2015; Hoeffel et al., 2015). They also contribute to the initial pool of tissue-resident macrophages in several other developing organs, including lung, liver, and skin, where they constitute the main macrophage population at E12.5 (Hoeffel et al., 2015) before being complemented by monocytes derived from liver EMPs (Ginhoux and Guilliams, 2016). These yolk sac-derived tissue macrophages can be distinguished by high F4/80 and CSF1R expression from the monocyte-derived macrophages derived from liver EMPs, which have low F4/80 levels (Schulz et al., 2012; Hoeffel et al., 2015). CSF1R immunofluorescence analysis showed that the number of microglia was similar between *Kit*^+/+^ and *Kit^–/–^* hindbrains at E12.5 (Figures 3A–C). Moreover, CSF1R immunostaining showed a similar number of tissue macrophages in the E12.5 lung and forelimb of *Kit*-null embryos and their wild-type littermates (Figures 3D–I). By contrast, the number of tissue macrophages in the E12.5 liver (termed Kupffer cells) appeared significantly increased in mutants compared to wild-type controls (Figures 3J–L). KIT is therefore not required for the formation of yolk sac-derived macrophages (Figure 2) or their colonization of embryonic organs (Figure 3).

**FIGURE 3:**
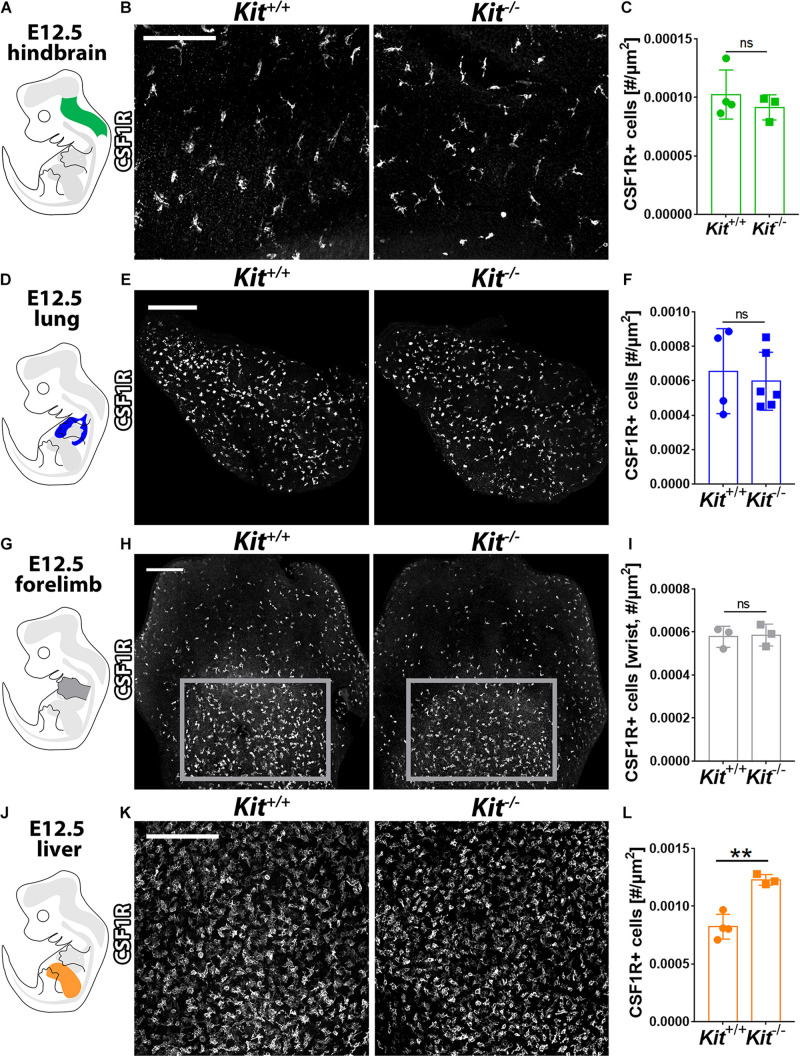
KIT loss does not affect yolk sac-derived macrophage colonization of embryonic brain, lung, and limb but promotes their expansion in the liver. E12.5 mouse hindbrain **(A–C)**, lung **(D–F)**, forelimb **(G–I)**, and liver **(J–L)** from *Kit*^+/+^ versus *Kit^–/–^* littermates were whole mount stained for CSF1R, imaged by confocal microscopy, and shown in gray scale. Scale bars: 200 μm. In **(H)**, the areas indicated with gray rectangles indicate the regions used for the quantification of CSF1R + macrophages in the wrist area of the forelimb. Quantification of CSF1R + macrophages: *n* = 4 wild-type and 3 mutant hindbrains from three litters **(C)**, *n* = 4 wild-type and 6 mutant lungs from three litters **(F)**, *n* = 3 each for forelimbs from two litters **(I)**, and *n* = 4 wild-type and 3 mutant livers from three litters **(L)**. Bar graph data are shown as mean ± SD; each data point represents the value from one embryo; ns, non-significant; **p < 0.01 (unpaired Student’s *t*-test).

### KIT Is Required for Transient-Definitive Fetal Liver Hematopoiesis

Starting from E10.5 onward, EMPs leave the yolk sac and colonize the fetal liver (Lux et al., 2008; Frame et al., 2013; Hoeffel et al., 2015; McGrath et al., 2015; Hoeffel and Ginhoux, 2018). 

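Droplet-based scRNA-seq counts RNA molecules in single cells by unique molecular identifiers (UMIs), short random sequences that mark each captured RNA molecule. According to the methods, cells of 1 wild-type E12.5 liver were processed as 2 technical replicate libraries, whereas the description of the deposited series speaks of 2 cell suspensions. The libraries were taken as technical replicates, so no test between animals was possible. The authors deposited UMI counts per gene and barcode, without normalization, and a table with the cell type of each kept cell. The kept cells of library 1 held 51969226 UMIs, with a median of 6261 UMIs and 1376 genes per cell. Those of library 2 held 62738015 UMIs, with a median of 9774 UMIs and 1433 genes per cell. The lowest number of UMIs in a kept cell was 504 in library 1 and 4387 in library 2. The cell types were taken from the deposited table. For each cell type, the UMIs of a gene were summed and divided by all UMIs of these cells and scaled to 1000000 UMIs to give CPM, with exact Poisson 95% confidence intervals. The share of cells with at least 1 UMI was given an exact binomial (Clopper-Pearson) 95% confidence interval. Both intervals cover counting error only, because cells are not replicates. Since deeper cells show a given gene more often, the shares were computed after each cell had been thinned at random to 3600 UMIs, with shallower cells left out. Free RNA, which enters every droplet, was measured in barcodes with 1 to 50 UMIs. In these, Kit made up 10.6 CPM (95% confidence interval 6.58 to 16.3) in library 1 and 8.67 CPM (5.05 to 13.9) in library 2. The methods state that doublets were removed by cell sorting before encapsulation. That step cannot remove pairs of cells caught later in 1 droplet, and no further doublets were removed here. Gene positions are those of the GENCODE vM21 annotation of the mouse genome build GRCm38.

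**Figure D1:**
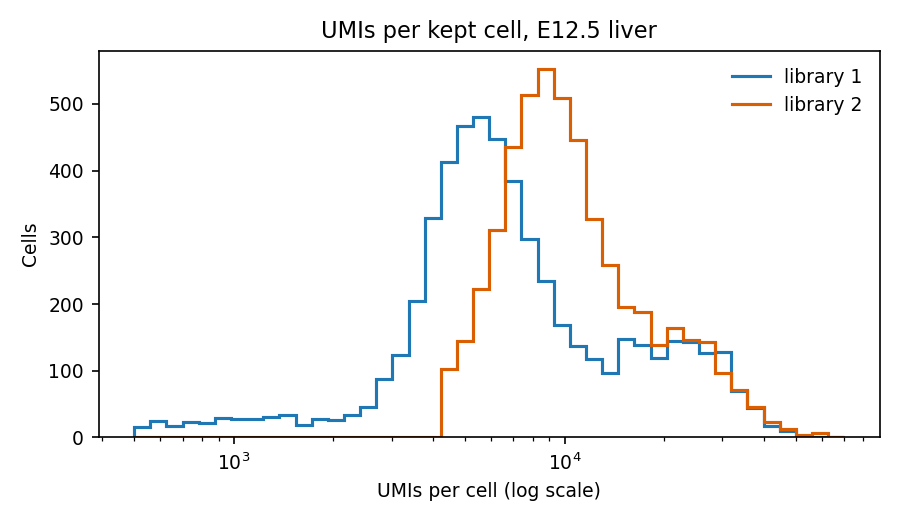
Number of kept cells (vertical axis) by UMIs per cell (horizontal axis, log scale) in the 2 technical replicate libraries of the E12.5 liver. Library 2 has no kept cell under 4387 UMIs, whereas library 1 extends down to 504.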

To define the KIT^+^ cell populations in the fetal liver, we analyzed the E12.5 mouse liver transcriptome by scRNA-seq (detailed characterization in a manuscript in preparation). Consistent with the liver being the major hematopoietic organ at E12.5, our annotation identified several hematopoietic cell types in a UMAP continuum. Thus, a cluster of hematopoietic stem and progenitor cells (HSPCs, *Myb*^+^), composed mostly of EMPs and also the first HSCs, branched into several cell trajectories defined by markers of granulocytes (G, *Ly6g*^+^), monocytes and Kupffer cells (Mo/KC, *Fcgr1*^+^), megakaryocytes (Mk, *Pf4*^+^), or erythroid-committed progenitors such as burst-forming unit erythroid (BFU-E) cells (Ery, *Klf1*^+^ *Rhd*^–^) and erythroblasts (Eryb, *Klf1*^+^ *Rhd*^+^) (Figures 4A,B). 

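In the deposited table, 10427 of 10537 cells (99.0%, 95% confidence interval 98.7 to 99.1%) carried the name of a hematopoietic cell type. The erythroid-committed progenitors and erythroblasts together made up 86.7% of the cells of library 1 and 87.6% of those of library 2. Erythroblasts were the most numerous type, with 3820 cells in library 1 and 3612 in library 2. The erythroid-committed progenitors numbered 932 and 818 cells, and the HSPC cluster, which the table spells HPSC, 213 and 208 cells. Granulocytes numbered 157 and 130 cells, megakaryocytes 79 and 56, and monocytes and Kupffer cells 56 and 58. The EryP cluster held 170 and 118 cells. The rarest types were ECs, with 20 and 26 cells, and hepatoblasts, with 33 and 31 cells. The totals per cell type match the numbers printed in Fig. 4D. Applying a stricter filter of at least 1000 genes and under 10% mitochondrial UMIs moved the share of EryP from 2.73% to 0.323% of cells, the largest change relative to the share itself.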

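Myb (chromosome 10, 21124935 to 21160984) was found at 114 CPM (95% confidence interval 106 to 122) in the HSPC cluster. The G cluster had 128 CPM (117 to 140), the Ery cluster 64.4 CPM (61.8 to 67.0) and the Eryb cluster 1.89 CPM (1.56 to 2.27). Ly6g (chromosome 15, 75155240 to 75159126) reached 50.4 CPM (43.5 to 58.1) in the G cluster, where 16.5% of thinned cells and 21.6% of unthinned cells held a UMI. The libraries differed in this level, with 74.5 CPM (62.7 to 87.9) in library 1 and 26.4 CPM (19.6 to 34.8) in library 2. No Ly6g UMI was found in 421 HSPC cells, which allows a share of cells with a UMI of up to 0.713%. Fcgr1 (chromosome 3, 96282909 to 96293969) reached 178 CPM (157 to 200) in the Mo/KC cluster, against 2.43 CPM (1.39 to 3.95) in HSPCs. Pf4 (chromosome 5, 90772435 to 90773383) reached 10783 CPM (10631 to 10936) in the Mk cluster. A Pf4 UMI was found in 95 of its 135 cells and in 68.6% of thinned cells, so the cluster also holds cells without this marker. The Mo/KC cluster had Pf4 at 109 CPM (93.0 to 126), with 169 CPM in library 1 and 62.1 CPM in library 2. Klf1 (chromosome 8, 84901928 to 84905291) was at 543 CPM (535 to 550) in Ery and 592 CPM (586 to 598) in Eryb, but their order differed between libraries, with 566 and 769 CPM in library 1 and 518 and 470 CPM in library 2. Among 1795 genes with at least 50 CPM in Eryb, the median log2 ratio of library 1 to library 2 was 0.666. The shift of Klf1 in Eryb is thus not particular to this gene. Rhd (chromosome 4, 134864536 to 134896172) was at 340 CPM (334 to 346) in Ery and 1259 CPM (1250 to 1268) in Eryb, where 59.3% and 95.9% of thinned cells held a UMI. Without thinning, these shares were 81.7% and 98.0%. In Eryb, Rhd was at 1674 CPM in library 1 and 975 CPM in library 2. Among HSPCs, Rhd was at 44.6 CPM (39.6 to 50.0), with a UMI in 11.7% of thinned cells. Free RNA held Rhd at 671 CPM in library 1 and 666 CPM in library 2. The deposited table divides Ery further, and Rhd was at 183 CPM (177 to 189) in the subcluster named Ery 1 and 508 CPM (498 to 519) in Ery 2.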

As expected, we also identified distinct clusters of yolk sac-derived primitive orthochromatic erythroblasts (EryP, *Hba-x*^+^) as well as hepatoblasts (Hepa, *Alb*^+^) and ECs (*Cldn5*^+^) (Figure 4B).

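Hba-x (chromosome 11, 32276400 to 32278116), an embryonic globin gene, held 57731 CPM (95% confidence interval 57392 to 58072) in the EryP cluster and was detected in each of its 288 cells. Eryb had 113 CPM (111 to 116). The highest level of Hba-x in another cluster was 219 CPM (197 to 241) in megakaryocytes, with 26.0 CPM in library 1 and 365 CPM in library 2. Alb (chromosome 5, 90460897 to 90476602) reached 10557 CPM (10391 to 10726) in hepatoblasts, with a UMI in 98.2% of thinned cells. The highest level of Alb in another cluster was 13.3 CPM (6.63 to 23.7) in ECs, from 1 UMI in library 1 and 10 in library 2. Cldn5 (chromosome 16, 18776847 to 18778262) reached 834 CPM (773 to 898) in ECs, with a UMI in 91.1% of thinned cells, and none was found in the 64 hepatoblasts. The endothelial genes Cdh5 and Kdr were at 337 CPM (298 to 379) and 361 CPM (321 to 404) in ECs.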

**FIGURE 4:**
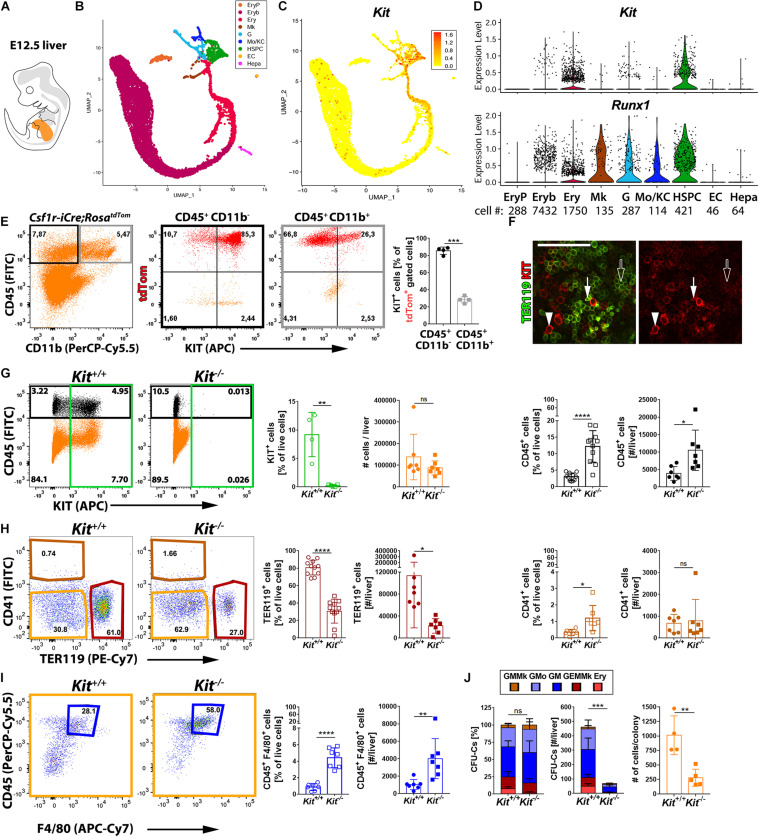
*Kit* expression profiling and requirement during fetal liver hematopoiesis. **(A)** Schematic representation of an E12.5 mouse embryo with the fetal liver shown in orange. **(B–D)** scRNA-seq analysis of E12.5 mouse liver. UMAP plots were used to visualize clusters of distinct cell types **(B)** and *Kit* transcript levels in each cell **(C)**. Violin plots **(D)** illustrate *Kit* and *Runx1* single-cell transcript levels in each cluster; the number of cells in each cluster is indicated below the violin plots. **(E)** Flow cytometry analysis of single living cells from E12.5 *Csf1r-iCre;Rosa^*tdTom*^* fetal mouse livers with the indicated markers. The boxes in the left-hand scatter plot indicate the gates used to generate the scatter plots of cells expressing CD45 only (black frame) or CD45 and CD11b (gray frame). The bar graph illustrates that the proportion of KIT^+^ tdTomato^+^ cells is enriched in the CD45^+^ CD11b^–^ compared to the CD45^+^ CD11b^+^ population (*n* = 4 livers). Data are shown as mean ± SD; each data point represents the value from one liver. ***p < 0.001 (paired Student’s *t*-test). **(F)** Whole-mount labeling of E12.5 mouse liver with the indicated markers (*n* = 2). White arrowheads indicate KIT^+^ TER119^–^ hematopoietic progenitors, arrows denote KIT^+^ TER119^+^ proerythroblasts, and empty arrows indicate KIT^–^ TER119^+^ erythroblasts; scale bar: 100 μm. **(G–I)** Flow cytometry analysis of single living cells from E12.5 *Kit^–/–^* and *Kit*^+/+^ littermate mouse livers with the indicated markers. The color-coded boxes in the scatter plots indicate the gates used to analyze specific cell populations, shown in corresponding colors in the bar charts. Data are shown as mean ± SD; each data point represents the value from one liver; ns, non-significant, *p < 0.05, **p < 0.01, ****p < 0.0001 (unpaired Student’s *t*-test). **(G)** Loss of KIT^+^ cells in *Kit*-null mutants (green; *n* = 4 wild types and *n* = 5 mutants), total cell number (orange: *n* = 7 each) and percentage as well as the number of CD45^+^ cells in each liver (black; *n* = 11 and *n* = 7 each, respectively). **(H,I)** Quantification of percentage as well as the number of TER119^+^ CD41^–^ erythroid cells (red; *n* = 11 and *n* = 7 each, respectively) and CD41^+^ TER119^–^ megakaryocytes (brown; *n* = 7 each). The double-negative population (orange) was further analyzed to identify CD45^+^ F4/80^+^ macrophages (blue; *n* = 7 each). **(J)** Quantification of the percentage (left panel), number (center panel), and colony cell number (right panel) of CFU-C in *Kit*^+/+^ versus *Kit^–/–^* littermate E12.5 livers (*n* = 4 wild types and *n* = 5 mutants). Each data point represents the value from one embryo; stacked bar graph data are shown as mean ± SEM; ns, non-significant; ***p < 0.001 (two-way ANOVA); bar graph data are shown as mean ± SD; **p < 0.01 (unpaired Student’s *t*-test).

We next examined which liver cell types expressed *Kit*. Hepatoblasts and fetal liver ECs did not contain *Kit* transcripts or the hemogenic endothelium marker *Runx1* (Figures 4C,D). These findings support the idea that the fetal liver, even though it harbors recruited hematopoietic progenitors (Lux et al., 2008; Frame et al., 2013; Hoeffel et al., 2015; McGrath et al., 2015; Hoeffel and Ginhoux, 2018), lacks hemogenic endothelium. 

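Kit (chromosome 5, 75574916 to 75656722) gave 2 UMIs in 2 of 46 ECs, or 2.41 CPM (95% confidence interval 0.292 to 8.72). Hepatoblasts held 5 Kit UMIs in 4 of 64 cells, or 3.45 CPM (1.12 to 8.05). All of these UMIs were in library 2, and without it both values were 0. Thinned to equal depth, 0 of 45 ECs held a Kit UMI, which allows a share of cells with a UMI of up to 6.67%, as did 1 of 55 hepatoblasts (1.82%, 0.0460 to 9.72%). Free RNA making up 20% of the UMIs of a cell would give 1.54 Kit UMIs in ECs and 2.77 in hepatoblasts. Runx1 (chromosome 16, 92601466 to 92826149) gave 3 UMIs in 3 ECs, or 3.62 CPM (0.746 to 10.6), and 8 UMIs in 7 hepatoblasts, or 5.52 CPM (2.38 to 10.9). In libraries 1 and 2, Runx1 was at 7.63 and 1.76 CPM in ECs and at 3.12 and 7.41 CPM in hepatoblasts, with overlapping intervals. The same share of free RNA would give 2.92 and 5.45 Runx1 UMIs. EryP cells, with a median of 6239.5 UMIs against 14728 in ECs and 22346 in hepatoblasts, held Runx1 at 2.08 CPM (0.567 to 5.32). At this share, the numbers of Kit and Runx1 UMIs in ECs and hepatoblasts were within counting error of those from free RNA. The largest share that the Hbb-bs level of these cells allows was between 5.06 and 14.6% per library. It would give 0.656 Kit UMIs in ECs, within the counting interval of the 2 found (0.242 to 7.22), and 1.32 in hepatoblasts, under that of the 5 found (1.62 to 11.7). For Runx1 it would give 1.34 UMIs in ECs, within the interval of the 3 found (0.619 to 8.77), and 2.56 in hepatoblasts, under that of the 8 found (3.45 to 15.8). With the free-RNA levels at their upper limits, the numbers in hepatoblasts were 2.07 for Kit and 3.54 for Runx1, within the intervals, so free RNA remains open as their source. From the lack of both transcripts, the paper proposes that the fetal liver has no hemogenic endothelium.

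**Figure D2:**
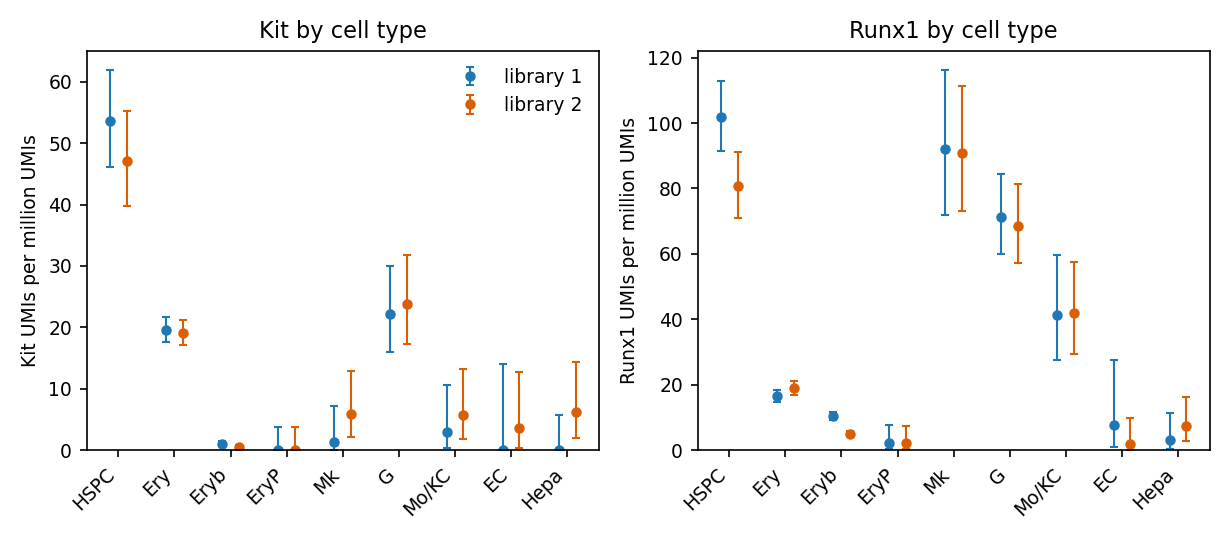
Kit (left) and Runx1 (right) CPM (vertical axes) in each cell type (horizontal axes). Points are the 2 technical replicate libraries and bars are exact Poisson 95% confidence intervals. Kit reaches 53.6 and 47.0 CPM in HSPCs of libraries 1 and 2.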

*Kit* transcripts were also not detected in primitive erythroblasts, differentiating megakaryocytes, or differentiated MCs (Figures 4C,D). By contrast, *Kit* transcripts were abundant in the HSPC population that includes EMPs (Figures 4C,D). 

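None of the 288 EryP cells held a Kit UMI, which allows a share of cells with a UMI of up to 1.04% at a median of 6239.5 UMIs. Megakaryocytes held 7 Kit UMIs in 7 of 135 cells, or 3.92 CPM (95% confidence interval 1.58 to 8.08). Of these, 1 was in library 1, where the level was 1.30 CPM, and 6 were in library 2, where it was 5.92 CPM. The 135 cells include those without a Pf4 UMI. Monocytes and Kupffer cells also held 7 Kit UMIs, in 5 of 114 cells, or 4.48 CPM (1.80 to 9.22), with 2.95 CPM in library 1 and 5.65 CPM in library 2. A free-RNA share of 20% would give 3.40 Kit UMIs in megakaryocytes and 2.98 in monocytes and Kupffer cells, within the counting interval of 7 UMIs (2.81 to 14.4). The largest share that Hbb-bs allows would give 1.71 and 1.09, under this interval. After thinning, 1 of 102 megakaryocytes and 1 of 104 monocytes and Kupffer cells held a Kit UMI. The G cluster held 87 Kit UMIs in 63 of 287 cells, or 23.0 CPM (18.4 to 28.3), at a median of 12715 UMIs per cell. Its share of cells with a UMI was 22.0% unthinned and 4.14% (2.08 to 7.28%) thinned. The mean of the thinned share over all possible draws was 6.13%. G cells were divided by the early granule genes Mpo, Elane, Prtn3 and Ctsg and the late genes Ngp, Camp, Ltf, S100a8 and S100a9, with at least 2 UMIs in thinned cells taken as present. The 84 cells with late and without early genes held 1 Kit UMI, or 1.59 CPM (0.0403 to 8.88). The 75 cells with both had 12.6 CPM (6.91 to 21.2). The 105 cells with early and without late genes had 35.3 CPM (27.6 to 44.7) and held 70 of the 87 Kit UMIs of the cluster.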

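HSPCs held 332 Kit UMIs in 206 of 421 cells, or 50.5 CPM (95% confidence interval 45.2 to 56.2). The share of cells with a Kit UMI was 48.9% (44.1 to 53.8%) without thinning, at a median of 15462 UMIs per cell, and 17.4% (13.9 to 21.4%) after thinning, which was the processing choice that moved it most. The 2 libraries had overlapping intervals, at 20.9% (15.6 to 27.0%) and 13.9% (9.54 to 19.4%) of thinned cells. Free RNA at 20% of UMIs would account for 12.8 of the Kit UMIs. The Kit level of HSPCs was the highest of the 9 cell types, in CPM and on the natural log scale of Fig. 4D.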

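Ery cells held 714 Kit UMIs, or 19.3 CPM (95% confidence interval 17.9 to 20.7), and Eryb cells 45, or 0.753 CPM (0.549 to 1.01). Of thinned cells, 5.14% (4.11 to 6.34%) of Ery and 0.272% (0.164 to 0.425%) of Eryb had a Kit UMI, against 26.8% and 0.605% without thinning. This draw was low for Ery, where the mean over all draws was 6.42%. The 9182 Ery and Eryb cells were then ordered by the share of their UMIs from the globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt and divided into 10 groups of equal size. In the first group, whose median globin share was 0.856%, Kit was at 28.7 CPM (26.5 to 31.1) and 8.10% (6.36 to 10.1%) of thinned cells had a UMI. The second group had 3.82 CPM (2.91 to 4.93) and 1.20% (0.549 to 2.26%), and the third 4.21 CPM (3.04 to 5.67) and 0.468% (0.128 to 1.19%), with overlapping intervals. The fourth group was at 1.45 CPM (0.722 to 2.59), and the 6 groups after it were between 0.370 and 1.30 CPM. Globin UMIs count in the total, so part of the fall over the later groups follows from the order itself. The median globin share was 4.59% in the second group and 80.5% in the last, so the first step is little affected. The steepness of the fall depends on the number of groups. With 20 groups, the thinned shares of the first 4 were 9.34, 6.76, 1.98 and 0.504%. The libraries differ in globin share, so that 76 and 28 of the 918 cells of the last 2 groups came from library 1. With groups made within each library, the first group had 30.9 CPM in library 1 and 26.0 CPM in library 2, the second 4.41 and 5.24 CPM, and the third 1.70 and 3.23 CPM. Within each library, the intervals of the second group and the one after it overlapped. In the deposited subclusters, Kit fell from 32.7 CPM (30.2 to 35.4) in Ery 1 to 4.86 CPM (3.90 to 6.00) in Ery 2 and 0.945 CPM (0.529 to 1.56) in Ery 3. The number of Kit UMIs in Eryb was within counting error (32.8 to 60.2) of the 56.6 that a free-RNA share of 10% would give.

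**Figure D3:**
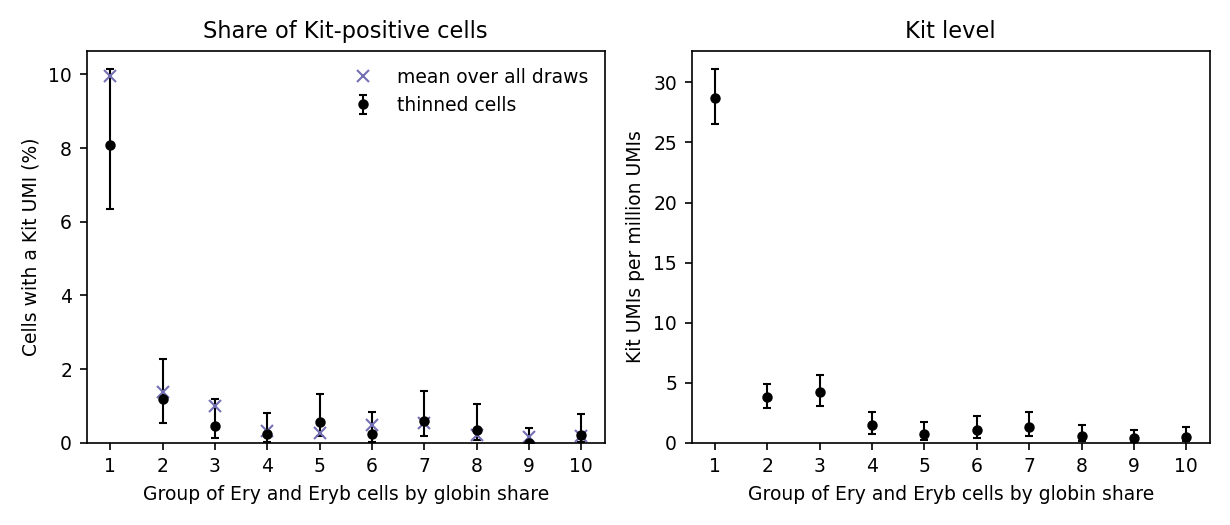
Percentage of cells with a Kit UMI (left) and Kit CPM (right) in 10 equal groups of Ery and Eryb cells (horizontal axes), ordered by rising globin share. Points are values of both libraries together, bars are exact 95% confidence intervals and crosses are means over all draws of the thinning. The first group has 28.7 CPM and the second 3.82 CPM.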

*Kit* transcripts were also abundant in erythroid-committed progenitors (BFU-E), but the number of *Kit*^+^ cells gradually decreased in erythroid-committed progenitors as they differentiated toward an erythroblast phenotype, with barely any *Kit*^+^ cells present in the erythroblast cluster (Figures 4C,D).

Liver EMPs can also be identified by flow cytometry in the E12.5 *Csf1r-iCre;Rosa^*tdTom*^* liver as CD45^+^ tdTomato^+^ cells lacking the differentiated MC marker CD11b. In agreement with the scRNA-seq data, we found that ∼90% of EMPs in wild-type liver were KIT^+^ (Figure 4E). In contrast, CD45^+^ tdTomato^+^ CD11b^+^ cells mostly lacked KIT (Figure 4E), agreeing with the finding that *Kit* transcripts were not identified in differentiated MCs (Figures 4C,D). Moreover, KIT^+^ cells were also detected in the CD45^–^ population, both within the TER119^+^ erythroid cells and the TER119^–^ cells that likely include erythroid progenitors (Supplementary Figure 2). Immunostaining confirmed that KIT is expressed in large and round TER119^–^ cells that likely represent hematopoietic progenitors and only a few of the smaller TER119^+^ erythroblasts (Figure 4F), most likely proerythroblasts (Azzoni et al., 2018). This expression pattern is compatible with a selective role for KIT in hematopoietic progenitor populations that include EMPs and their erythroid-committed progeny during fetal liver erythropoiesis.

We next examined how KIT loss affected hematopoietic cells including EMP progeny in the liver (Figures 4G–I). Overall, organ cellularity was similar in the liver of E12.5 KIT-deficient and wild-type mice (Figure 4G). Nevertheless, both the proportion and total number of TER119^+^ cells were significantly decreased in mutants (Figure 4H). By contrast, both the proportion and total number of CD45^+^ cells were significantly increased (Figure 4G). Additionally, the proportion of CD41^+^ megakaryocytes (Figure 4H) and both the proportion and total number of CD45^+^ F4/80^+^ macrophages (Figure 4I) were significantly increased. The increase in non-erythroid hematopoietic cells may explain why organ cellularity was not decreased in KIT-deficient livers, despite impaired erythropoiesis.

To better understand the origin of this hematopoietic imbalance, we compared the clonogenic potential of hematopoietic progenitors in the E12.5 liver from KIT-deficient and littermate control embryos. In both genotypes, we observed similar proportions of mixed erythro-myeloid progenitors (GEMMk) and progenitors with a more lineage-committed potential (GM; GMo; GMMk: granulocyte, monocyte/macrophage, megakaryocyte; Ery: erythroid) (Figure 4J and Supplementary Figure 1). Finding that the clonogenic potential of liver EMPs is preserved despite KIT deficiency implies that KIT does not play a role in fate decisions made by EMPs as they differentiate into committed progenitors in the fetal liver. Nevertheless, CFU-C assays revealed a significant decrease in the absolute number of clonogenic progenitors across all lineages in *Kit*-null livers, with virtually no erythroid or mixed erythro-myeloid colonies (Figure 4J). Moreover, the colonies produced by the remaining progenitors from mutant livers contained significantly fewer cells (Figure 4J). These results identify an essential role for KIT in progenitor expansion after their recruitment into the liver.

## Discussion

In recent years, it has become clear that EMPs form in the yolk sac but, starting from E10.5, they migrate from the yolk sac into the fetal liver (Palis and Yoder, 2001), where they expand and differentiate (Ginhoux and Guilliams, 2016). Our analysis showed KIT localization to a cluster of hematopoietic progenitors that appeared to bud from yolk sac ECs at E9.5 and therefore likely represent EMPs (Figure 1). Contrary to prior *ex vivo* findings, which concluded that KIT is required for hemogenic endothelial cell (EC) specification and function *ex vivo* (Marcelo et al., 2013), our flow cytometry analysis of KIT null mutants showed that KIT is dispensable for the generation of CD41^low^ progenitors, which include both CD45^+^ and CD45^–^ KIT^+^ EMPs (Figure 2). Furthermore, we found that KIT is dispensable for the formation of differentiated hematopoietic cells in the E9.5 yolk sac (Figure 2), which are generated by both primitive progenitors and the earliest wave of EMPs (Hoeffel and Ginhoux, 2018). These findings, in turn, suggest that hemogenic endothelium can form and function even in the absence of KIT to generate EMPs.

EMPs arising in E8.5 and E9.5 yolk sacs exhibit erythroid and broad myeloid, but not lymphoid potential (Frame et al., 2013; Ginhoux and Guilliams, 2016). Notably, we observed a diminished proliferative capacity for E9.5 yolk sac EMPs in KIT-deficient mice, together with a trend for fewer clonogenic progenitors overall (Figure 2). This impairment became statistically significant in fetal liver of the E12.5 KIT-deficient mice, which showed a major decrease in the number of functional hematopoietic progenitors as well as their proliferative capacity (Figure 4). Our observations agree with a recent study of mice lacking the KIT ligand KITL (also known as stem cell factor, SCF), which is expressed by yolk sac and fetal liver ECs as well as fetal liver stromal cells (Azzoni et al., 2018). Specifically, this prior study reported the normal emergence of EMPs in the yolk sac at E9.5 but a striking decrease in their number in the fetal liver (Azzoni et al., 2018). This reduction in liver EMPs was ascribed to reduced EMP proliferation in the yolk sac after E9.5, which resulted in a decreased number of circulating EMPs and reduced their colonization, proliferation, and survival in the liver (Azzoni et al., 2018).

Our single-cell transcriptomic analysis of E12.5 fetal liver demonstrated that KIT transcripts are not detectable in ECs at this stage (Figure 4). 

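The 46 ECs held 828821 UMIs together, so that the number of cells limits this measurement. The Kit level of HSPCs was 20.9-fold that of ECs, with a counting interval of 5.75 to 174. The 26 ECs of library 2 had Kit at 3.53 CPM (95% confidence interval 0.427 to 12.7). In the 20 ECs of library 1, no Kit UMI was found, which allows a share of up to 15.0% of cells with a UMI and sets no limit on cells that express Kit. Within library 2, the HSPC level was 13.3-fold that of ECs (3.63 to 111).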

Lack or low levels of *Kit* expression in E12.5 liver ECs is unexpected, because *Kit* is abundantly expressed in adult hepatic sinusoidal ECs (Mansuroglu et al., 2009); see also Tabula Muris database^1^ (Tabula Muris Consortium et al., 2018). Our findings therefore suggest that robust *Kit* expression in liver ECs is acquired later on during development, perhaps after the liver vasculature has specialized into the sinusoids that connect the portal triads to the central veins (Strauss et al., 2017). Instead, KIT transcripts were enriched in liver hematopoietic progenitors, including EMPs and erythroid progenitors such as the BFU-E (Figure 4). This expression pattern agrees with the finding that KIT is required for EMP expansion, which starts in the E9.5 yolk sac downstream of EMP formation from the yolk sac hemogenic endothelium (Figure 2) and continues in the E12.5 liver (Figure 4). Moreover, *Kit* expression in liver erythroid progenitors is consistent with a KIT requirement for EMP-dependent transient-definitive erythropoiesis taking place in the fetal liver (Figure 4), a process that is required to sustain embryonic life until birth (Soares-da-Silva et al., 2021). 

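Kit levels in HSPCs were 2.62-fold those in Ery (95% confidence interval 2.29 to 2.99), 14.6-fold those in hepatoblasts (6.21 to 45.4) and 67.1-fold those in Eryb (49.0 to 93.7). Levels in Ery were 25.6-fold those in Eryb (18.9 to 35.4). Between Ery and the G cluster the ratio was 0.839 (0.671 to 1.06), a difference within counting error. The ratio to hepatoblasts was 7.62 (3.19 to 23.8) within library 2, and library 1 held no Kit UMI in hepatoblasts.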

Our study therefore provides new insights into the precise requirement of KIT in specific progenitor populations for developmental erythropoiesis. Specifically, our study refines previous work based on *Kit*^*W/W*^ and *Kitl*^*Sl/Sl*^ spontaneous mutants (Russel et al., 1968; Chui and Russell, 1974; Chui et al., 1978) and neutralizing anti-KIT antibodies (Ogawa et al., 1993), which showed an erythroid differentiation block in the fetal liver after E13.5 without identifying the specific progenitor population involved. Accordingly, we have identified EMP expansion and erythroid differentiation from EMP-derived progenitors in the fetal liver as the first events in which KIT acts to prevent severe anemia.

We further show that KIT is dispensable for the generation of tissue-resident macrophages in the E12.5 brain, lung, and limb bud (Figure 3). This finding agrees with KIT being dispensable for the generation of MCs in the yolk sac (Figure 2), because tissue macrophages in early embryonic organs are known to differentiate from hematopoietic progenitors that arise in the yolk sac before the birth of the liver-colonizing EMPs (Ginhoux and Guilliams, 2016; Hoeffel and Ginhoux, 2018). Our observations also agree with findings in mice lacking KITL (Azzoni et al., 2018), in which the proportion of yolk sac-derived tissue macrophages (F4/80^hi^ CD11b^lo^) in the brain, lungs, and limb buds are unaffected at E14.5 (Azzoni et al., 2018). However, we have also observed a notable difference between the analyses of KIT- and KITL-deficient mice. Thus, KIT-deficient mice have an increased population of yolk sac-derived macrophages in the E12.5 liver compared to wild-type littermates (Figure 3), but the liver of E11.5 or E14.5 KITL-deficient mice does not (Azzoni et al., 2018). It is not known whether this difference in ligand and receptor mutant mice is due to the different embryonic stages examined (E12.5 vs. 11.5 and E14.5) or whether defective liver hematopoiesis caused by KIT deficiency indirectly allows for early tissue macrophage expansion, whereas KITL deficiency does not.

Notably, the population of F4/80^lo^ CD11b^hi^ monocyte-derived macrophages, which are derived from fetal liver EMPs, is significantly reduced in the E14.5 liver lacking KITL (Azzoni et al., 2018). This observation is consistent with the reduced number of clonogenic fetal liver progenitors across all lineages and their reduced expansion, a phenotype that is observed for both E11.5 KITL-deficient mice (Azzoni et al., 2018) and E12.5 *Kit*-null mice (Figure 4). While we have not specifically examined whether the population of E14.5 monocyte-derived macrophages is affected downstream of the E12.5 EMP defect in *Kit*-null mice, it stands to reason that the overall increase in macrophage numbers in the liver of *Kit* mutants at E12.5 might be explained by a KIT deficiency-induced mechanism that promotes the self-renewal of yolk sac-derived macrophages to compensate for the reduction in liver EMP and EMP-derived cells, which are mostly erythroblasts at this stage.

The central finding of our study is the KIT requirement downstream of EMP formation in the yolk sac, with a key role in EMP expansion and regulating transient-definitive fetal liver hematopoiesis across several cell lineages to affect erythroid, myeloid, and megakaryocyte generation (see working model, Supplementary Figure 3). At E12.5, KIT loss has a major impact on fetal liver erythropoiesis, which normally peaks at E12.5 (McGrath et al., 2011; Iturri et al., 2021). By contrast, the reduction in myeloid output from liver EMPs in the mutants cannot yet be appreciated at E12.5, when the tissue macrophage population is still mostly of yolk sac origin (Hoeffel et al., 2015). Moreover, the local expansion of the yolk sac-derived macrophage population (Figure 3) would likely mask any deficiency in myeloid output from liver EMPs (Supplementary Figure 3, model). In agreement with our observation that KIT promotes erythroid development, gain-of-function mutations in the *Kit* coding sequence have been described to trigger clonal expansion of malignant pro-erythroblasts in murine erythroleukemia (Kosmider et al., 2005). Moreover, compatible with KIT regulating the expansion of EMPs with their intrinsic myeloid potential, gain-of-function mutations have been associated with human adult and pediatric core binding factor acute myeloid leukemia (CBF-AML), for which KIT mutations are poor prognostic factors (Cairoli et al., 2006; Krauth et al., 2014; Chen et al., 2018). It should therefore be investigated whether *KIT* mutations also contribute to human erythroleukemia.

## Methods

See Supplementary Material.

## Data Availability Statement

Fetal liver scRNAseq data can be found here: [https://www.ncbi.nlm.nih.gov/geo/, GSE180050]. The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding authors.

## Ethics Statement

The animal study was reviewed and approved by the Animal Welfare Ethical Review Body (AWERB) and UK Home Office.

## Author Contributions

AF and CR contributed to the conception, design of the study, and co-wrote the manuscript. AF, CT, CR, and LD performed mouse experiments. AF and CT analyzed data. EV and EC performed bioinformatic analyses. All authors read and approved the submitted manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: KIT Is Required for Fetal Liver Hematopoiesis
**Source:** Front Cell Dev Biol. 2021 Jul 29;9:648630. doi: 10.3389/fcell.2021.648630
**Supplement:** Supplementary file 1

## 1    **Methods and Supplementary Figures**

### 3    **Methods**

#### 4    **Mouse strains**

5    All animal procedures were performed in accordance with the institutional Animal Welfare Ethical  
6    Review Body (AWERB) and UK Home Office guidelines. To obtain mouse embryos of defined  
7    gestational age, mice were paired in the evening and the presence of a vaginal plug the following  
8    morning was defined as E0.5. Mice carrying the *Csf1r-iCre* transgene (Deng et al., 2010) were mated  
9    to mice carrying the *Cre* recombination reporters *Rosa<sup>Yfp</sup>* (Srinivas et al., 2001) or *Rosa<sup>tdTom</sup>* (Madisen  
10    et al., 2010). Embryos lacking *Kit* expression were generated by mating *Kit<sup>CreERT2</sup>* mice (Klein et al.,  
11    2013) or by mating *Kit<sup>CreERT2</sup>* mice carrying *Rosa<sup>tdTom</sup>* and *Csf1r-iCre* to obtain *Csf1r-  
12    iCre;Rosa<sup>tdTom</sup>;Kit<sup>-/-</sup>* embryos. All mouse strains were maintained on a mixed background  
13    (C57Bl6/J;129/Sv, C57Bl6/J;FVB or C57Bl6/J;129/Sv;FVB).

#### 14    **Wholemout tissue staining**

15    Samples were fixed in 4% formaldehyde in PBS and processed as wholemounts for fluorescent  
16    staining as described previously for wholemount hindbrains (Fantin et al., 2013). We used the  
17    following antibodies and dilutions: rat anti-CDH5 (1:200; 555289, BD Pharmingen), rat anti-KIT  
18    (1:500; 553353, lot 30259, BD Pharmingen), rat anti-KIT APC-conjugated (1:200; clone 2B8, cat  
19    105812, lot B217855, Biolegend), rabbit anti-RFP (1:1,000; PM005, lot 045, MBL), rabbit anti-CSF1R  
20    (1:500; sc-692, lot K1212, Santa Cruz Technologies), goat anti-VEGFR2 (1:200; AF644, lot  
21    COA0417021, R&D Systems), goat anti-CDH5 (1:200; AF1002, lot FQI0116101, R&D Systems), rat  
22    anti-TER-119 (1:200, clone TER-119, cat 116222, Biolegend). Secondary antibodies used included  
23    donkey fluorophore-conjugated FAB fragments of anti-goat, -rabbit or -rat IgG (Jackson  
24    ImmunoResearch). Images were acquired with a LSM710 (Zeiss) or an A1 (Nikon) laser scanning  
25    confocal microscope and processed using LSM image browser (Zeiss), Fiji (NIH  
26    Bethesda)(Schindelin et al., 2012) and Photoshop CS4 (Adobe Inc.) software. Three-dimensional  
27    reconstructions including surface rendering for channel masking were performed using Imaris  
28    (Bitplane). Z-stack projections of confocal images are shown unless indicated otherwise in the figure  
29    legends.

#### 30    **Flow cytometry**

31    Tissues were mechanically and enzymatically homogenized in RPMI1640 with 2.5% fetal bovine  
32    serum (FBS, ThermoFisher), 100 µg/ml collagenase/dispase (Roche), 50 µg/ml DNase (Qiagen) and  
33    100 µg/ml heparin (Sigma), incubated for 15 min with 0.5 mg/ml rat Fc block (Becton Dickinson) and  
34    labelled with a combination of BV585-, PerCp-Cy5.5-, PE-Dazzle 594- or FITC-conjugated rat anti-  
35    CD45 (clone 30-F11) or FITC-conjugated rat anti-CD41 (clone MWReg30, cat 133903, lot B201955),

36 PerCp-Cy5.5- or APC-conjugated rat anti-KIT (clone 2B8), PE-Cy7- or FITC-conjugated rat anti-  
37 TER-119 (clone TER-119), PerCp-Cy5.5-conjugated rat anti-CD11b (clone M1/70, cat 101227),  
38 APC-Cy7-conjugated rat anti-F4/80 (clone BM8, cat 123118) (all BioLegend) or AF647-conjugated  
39 rat anti-F4/80 (clone Cl:A3-1, BioRad). Appropriate fluorescence gating parameters were  
40 established with unstained or *Csf1r-iCre*-negative tissues and fluorescence-minus-one (FMO)  
41 staining. In all experiments, doublets were eliminated using pulse geometry gates (FSC-H versus  
42 FSC-A and SSC-H versus SSC-A), whereas dead cells were removed using SYTOX Blue, DAPI or  
43 LIVE/DEAD Fixable eFluor450 (all Life Technologies). Single-cell suspensions were analyzed using  
44 the BD LSRFortessa X-20 cell analyser or sorted using the BD Influx cell sorter or FACS Aria II (BD  
45 Biosciences); FlowJo v10.6.2 software (Tree Star/FlowJo LLC) was used for subsequent analyses.  
46 In experiments for absolute cell number quantification, tissues were stored at -80°C in FBS  
47 containing 10% dimethyl sulfoxide (DMSO) prior to dissociation.

#### 48 **Colony-forming unit cell (CFU-C) assays**

49 Yolk sacs and livers were stored at -80°C in FBS containing 10% DMSO before they were  
50 mechanically and enzymatically digested in DMEM with 2% fetal FBS (ThermoFisher), 1.2 mM  
51  $\text{CaCl}_2$ , 1 mg/ml collagenase/dispase (Roche), 40  $\mu\text{g/ml}$  DNase (Roche) and 100  $\mu\text{g/ml}$  heparin  
52 (Sigma) on a thermoshaker at 37°C for 20 min. Afterwards, homogenized samples were filtered with  
53 a 40- $\mu\text{m}$  cell strainer (Greiner) and washed with PBS, 2% FBS and PenStrep (Sigma), centrifuged  
54 and counted. Cells were then plated in Methocult (StemCell Technologies) as previously described  
55 (Azzoni et al., 2018). Briefly, 4500 cells from yolk sac and 15000 cells from liver were resuspended  
56 in 200  $\mu\text{l}$  of PBS, 2% FBS and PenStrep, mixed with 2.8 ml of M3434 (StemCell Technologies) and  
57 1 ml of cell mixture was plated in duplicate in a 6 cm low-adherence dish (Greiner) and cultured at  
58 37°C, 5%  $\text{CO}_2$ . Colonies were scored after 11 days by visual inspection and flow cytometry. Single  
59 colonies were aspirated, washed and incubated for 15 min with rat Fc block (1:100, 101302,  
60 Biolegend) and labelled with AF647-conjugated rat anti-F4/80 (1:200, clone Cl:A3-1, cat  
61 MCA497A647, AbD Serotec), PerCp-Cy5.5-conjugated rat anti-CD45 (1:200, clone 30-F11, cat  
62 103132, Biolegend), FITC-conjugated rat anti-CD41 (1:200, clone MWReg30, cat 133903,  
63 Biolegend), APC-Cy7-conjugated GR1 (1:200, clone RB6-8C5, cat 108423, Biolegend) and PE-Cy7-  
64 conjugated rat anti-TER119 (1:200, clone TER-119, cat 116221, Biolegend). After washing, cells  
65 were resuspended in FACS buffer for acquisition. Single-cell suspensions were analyzed using the  
66 FACS Aria II (BD Biosciences); FlowJo v10.6.2 software (Tree Star/FlowJo LLC) was used for  
67 subsequent analyses.

#### 68 **Single cell RNA sequencing (scRNA-seq) analysis**

69 The E12.5 liver scRNA-seq dataset was generated from C57BL/6J fetal liver (manuscript in  
70 preparation). Briefly, a single cell suspension from one E12.5 liver, obtained by enzymatic digestion  
71 and mechanical dissociation was purified from debris, dead cells and doublets through fluorescence  
72 activated cell sorting (FACS). To maximise the yield in droplet encapsulation of single cells, two

separate technical replicates of the sample were independently processed. Next, the library was prepared using the Chromium Single-Cell Controller (10X Genomics, Pleasanton, CA) and sequenced at a depth of 50k reads/cell on a NovaSeq 6000 (Illumina). 

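Cell Ranger assigns reads to barcodes and genes, counts UMIs and separates barcodes that hold cells from empty droplets. The header of the deposited matrix of library 1 names software version 3.0.0, and that of library 2 names none. The matrices of all barcodes have 27998 genes and 737280 barcodes in each library. In library 1, 5764 barcodes were called as cells and 92.8% of all UMIs were in the kept cells, whereas in library 2 these were 5057 barcodes and 83.0%.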

Raw files were processed with Cell Ranger 2.1.1 and reads mapped to the mm10 genome and counted with GRCm38.92 annotation. Using RStudio 3.6.3 and the R package Seurat 3.2.0, cells containing feature counts less than 200 feature counts and genes detected in less than 3 cells were removed, obtaining 5,480 and 5,057 cells, respectively, for the two technical replicates, which were then merged into a single sample for subsequent analysis. 

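Counting all genes in the deposited matrices, 5480 of the called barcodes of library 1 and all 5057 of library 2 had at least 200 genes. Counting only genes found in at least 3 cells of the library gave the same numbers. The 284 barcodes removed from library 1 had a median of 69 genes and 642 UMIs, and 80.5% of their UMIs were mitochondrial. The number of genes and UMIs of each kept cell of library 1 was the same in the matrix and in the deposited table.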

Downstream analysis included data normalization ("LogNormalize" method and scale factor of 10,000) and variable gene detection ("vst" selection method, returning 2,000 features per dataset). The principal components analysis (PCA) was performed on variable genes, and the optimal number of principal components, PCs, for each sample was chosen using the elbow plot (15). 

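Clustering groups cells with similar expression, and a higher resolution divides them into more clusters. The cluster column of the deposited table carries the word integrated and a resolution of 1.2 in its name. Clustering the deposited counts again with 2000 variable genes, 15 components and a resolution of 0.6 gave 20 clusters. Neither Kit nor Runx1 was among the variable genes. With each cluster given the most frequent deposited cell type of its cells, 91.7% of cells kept their type. No cluster was led by EryP, Mk or Mo/KC cells. The rebuilt clusters came from merged counts, without an integration of the libraries and at another resolution. Their loss of these types therefore does not judge the deposited cell types.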

Louvain graph-based clustering was performed using the selected PCs and a resolution of 0.6. Dimensionality reduction methods included UMAP, and cluster cell identity was assigned by manual annotation using known marker genes.

## Statistical analysis

Tissues for analysis were allocated to experimental groups according to genotype, gestational age, organ or cell type, rather than being randomized. To ensure the unbiased interpretation of results, the genotype and gestational age were disclosed only after data collection was complete, but the investigators knew the sample origin (i.e., organ or cell type). No statistical methods were used to predetermine sample size. For E9.5 yolk sac image analysis, the mean gray value for CDH5 immunostaining was quantified in the cytoplasm of KIT<sup>+</sup> EMPs and KIT<sup>-</sup> ECs using Fiji (Schindelin et al., 2012). The number of macrophages in the hindbrain, lung (whole left lobe), forelimb and liver were quantified with Fiji. For all experiments, the error bars represent the standard deviation of the mean (unless otherwise stated, see legends). Comparison of medians against means justified the use of a parametric test; to determine whether two datasets were significantly different, we therefore calculated *P* values with a two-tailed unpaired Student's *t*-test; *P* < 0.05 was considered significant. Statistical analyses were performed with Excel 12.2.6 (Microsoft Office) or Prism 7 (GraphPad Software).

## References

- Azzoni, E., V. Frontera, K.E. McGrath, J. Harman, J. Carrelha, C. Nerlov, J. Palis, S.E.W. Jacobsen, and M.F. de Bruijn. 2018. Kit ligand has a critical role in mouse yolk sac and aorta-gonad-mesonephros hematopoiesis. *EMBO Rep.* 19.
- Deng, L., J.F. Zhou, R.S. Sellers, J.F. Li, A.V. Nguyen, Y. Wang, A. Orlofsky, Q. Liu, D.A. Hume, J.W. Pollard, L. Augenlicht, and E.Y. Lin. 2010. A novel mouse model of inflammatory bowel disease links mammalian target of rapamycin-dependent hyperproliferation of colonic

109 epithelium to inflammation-associated tumorigenesis. *The American journal of pathology*.  
110 176:952-967.

111 Fantin, A., J.M. Vieira, A. Plein, C.H. Maden, and C. Ruhrberg. 2013. The embryonic mouse  
112 hindbrain as a qualitative and quantitative model for studying the molecular and cellular  
113 mechanisms of angiogenesis. *Nature protocols*. 8:418-429.

114 Klein, S., B. Seidler, A. Kettenberger, A. Sibae, M. Rohn, R. Feil, H.D. Allescher, J.M.  
115 Vanderwinden, F. Hofmann, M. Schemann, R. Rad, M.A. Storr, R.M. Schmid, G.  
116 Schneider, and D. Saur. 2013. Interstitial cells of Cajal integrate excitatory and inhibitory  
117 neurotransmission with intestinal slow-wave activity. *Nature communications*. 4:1630.

118 Madisen, L., T.A. Zwingman, S.M. Sunkin, S.W. Oh, H.A. Zariwala, H. Gu, L.L. Ng, R.D. Palmiter,  
119 M.J. Hawrylycz, A.R. Jones, E.S. Lein, and H. Zeng. 2010. A robust and high-throughput  
120 Cre reporting and characterization system for the whole mouse brain. *Nature neuroscience*.  
121 13:133-140.

122 Schindelin, J., I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C.  
123 Rueden, S. Saalfeld, B. Schmid, J.Y. Tinevez, D.J. White, V. Hartenstein, K. Eliceiri, P.  
124 Tomancak, and A. Cardona. 2012. Fiji: an open-source platform for biological-image  
125 analysis. *Nature methods*. 9:676-682.

126 Srinivas, S., T. Watanabe, C.S. Lin, C.M. Williams, Y. Tanabe, T.M. Jessell, and F. Costantini.  
127 2001. Cre reporter strains produced by targeted insertion of EYFP and ECFP into the  
128 ROSA26 locus. *BMC developmental biology*. 1:4.

## Supplementary figure 1

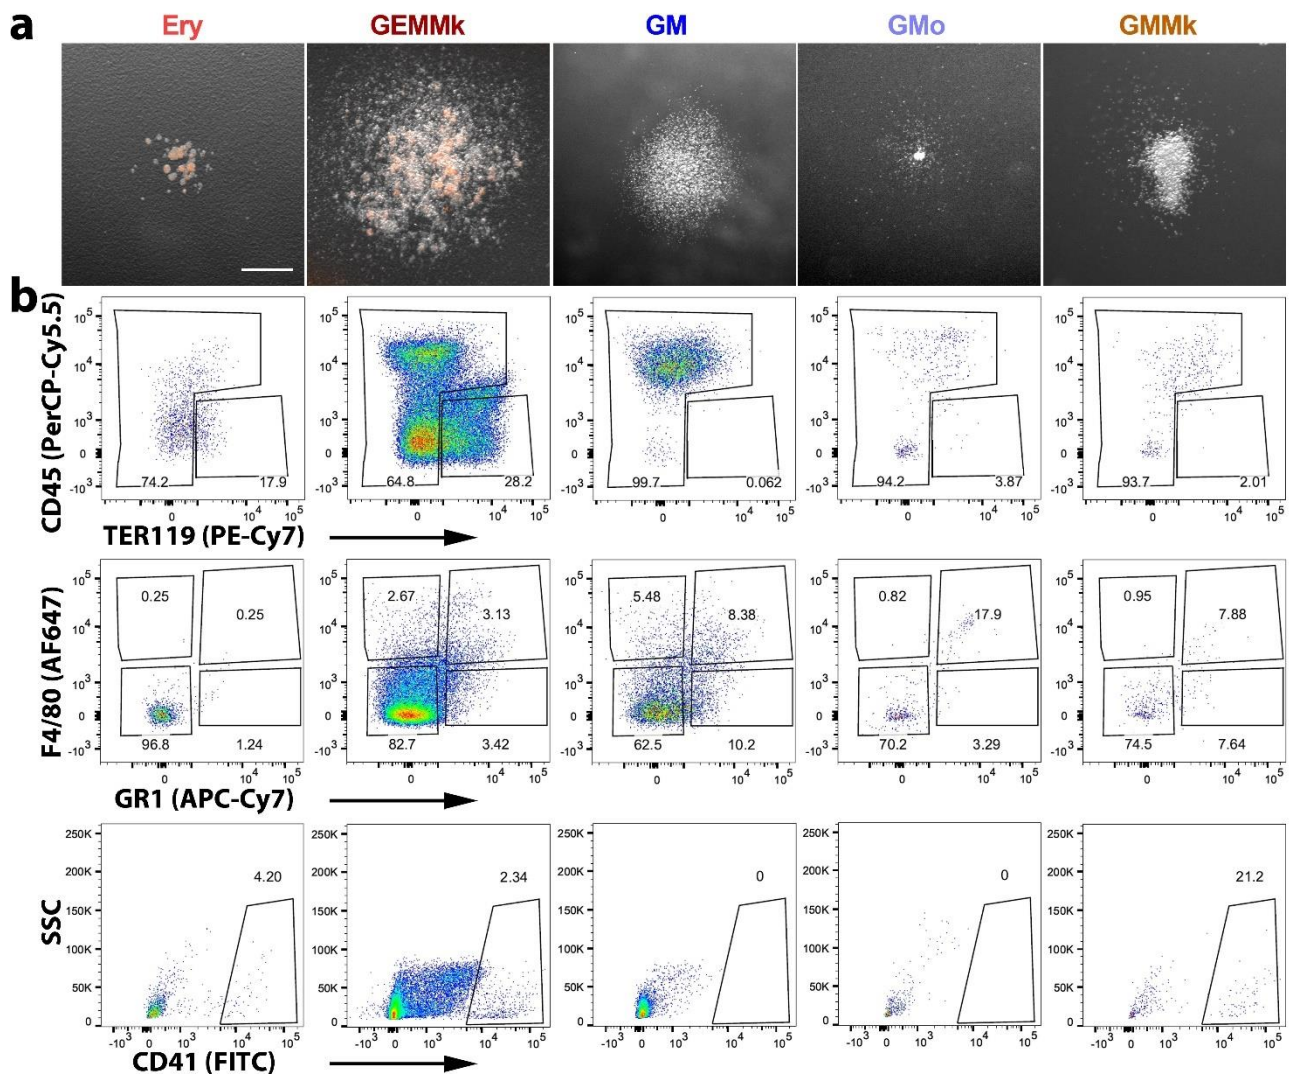

**Figure S1.** CFU-C assay.

Representative images (**a**) and flow cytometry analysis (**b**) of colonies in the CFU-C assay. Ery: erythroid; GEMMk: granulocyte, erythroid, monocyte/macrophage, megakaryocyte; GM: granulocyte, monocyte/macrophage; GMo: granulocyte, monocyte; GMMk: granulocyte, monocyte/macrophage, megakaryocyte.

## Supplementary figure 2

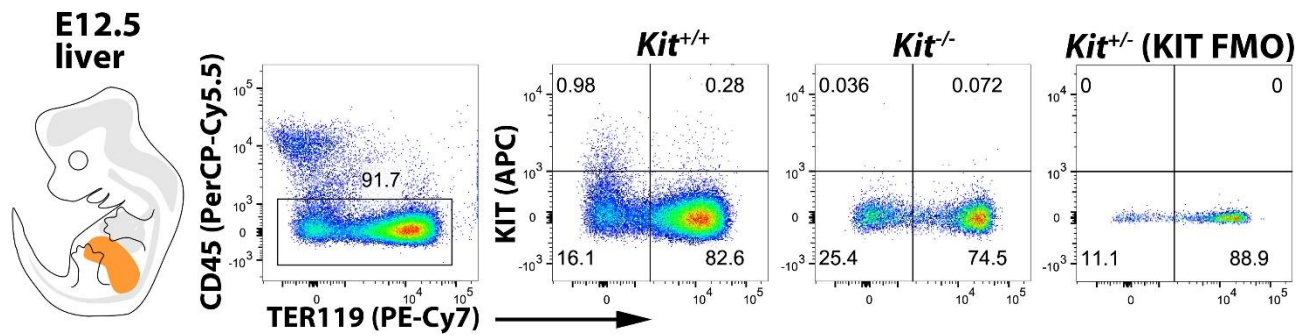

**Figure S2.** KIT expression in CD45-negative cells in the E12.5 liver.

Flow cytometry analysis of single living cells from E12.5 fetal mouse livers with the indicated markers. The boxes in the left-hand scatter plot indicate the gates used to generate the adjacent scatter plots from the indicated genotypes (n = 5 livers); FMO, fluorescence minus one.

### Supplementary figure 3

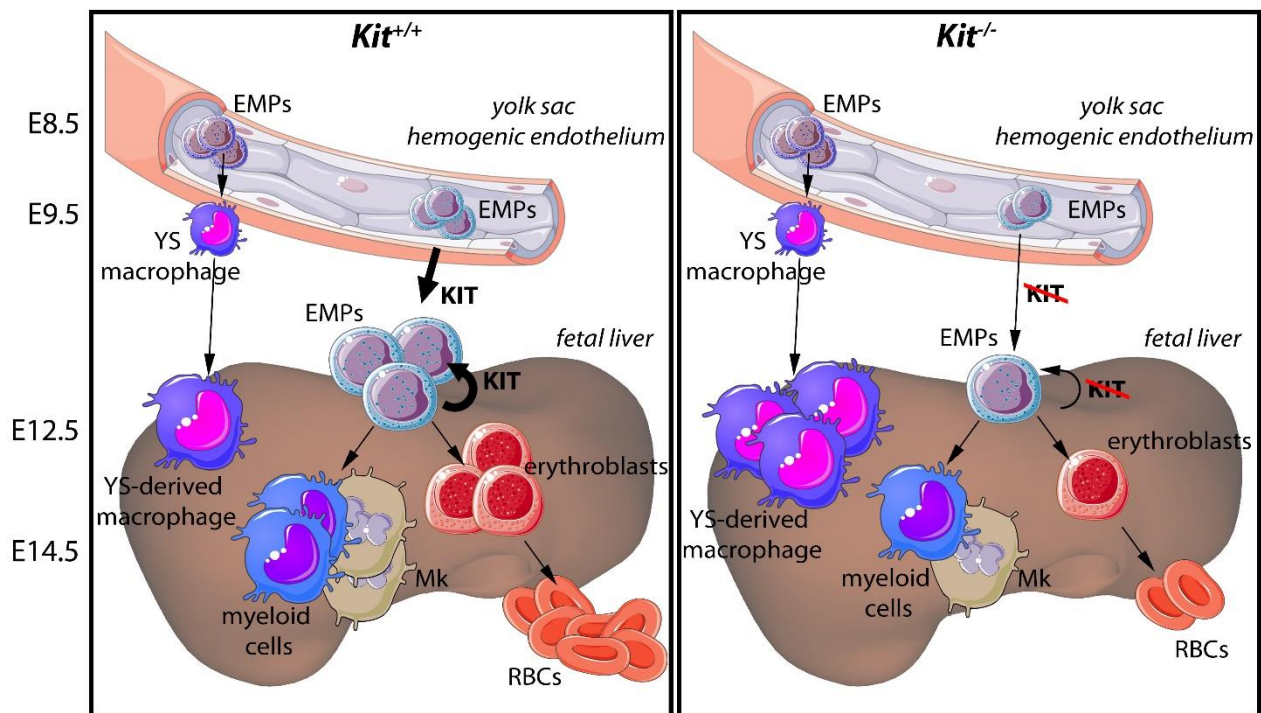

**Figure S3.** Graphic summary of the working model for KIT function in fetal hematopoiesis.

In the wild type mouse (left panel), EMPs arise in the yolk sac between E8.5 and E9.5. They initially contribute tissue macrophages to the fetal liver and then colonize the fetal liver to establish definitive erythropoiesis by E12.5. Starting on E14.5, fetal liver EMPs generate monocytes that will outnumber the initial macrophage population. KIT promotes the expansion of EMPs both in the yolk sac and fetal liver.

In KIT-deficient mice (right panel), the number of liver EMPs is reduced at E12.5, thus impairing erythroblast formation for the generation of red blood cells (RBCs). The number of other progeny from fetal liver-resident EMPs, including megakaryocytes and monocyte-derived macrophages, is also likely reduced. However, the reduced pool of EMPs and EMP-derived erythroblasts did not decrease liver cellularity due to the expansion of yolk sac-derived liver macrophages.

How the deposited data were processed for this re-analysis (not part of the article)

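According to the methods, cells of 1 wild-type E12.5 mouse liver were sequenced as 2 technical replicate libraries. The authors deposited, for each library, matrices of raw UMI counts per gene and barcode, both for all barcodes and for those called as cells, and a table of cell names, clusters and cell types. According to the supplementary methods, the authors used Cell Ranger, the mm10 genome and a GRCm38 annotation. The header of the matrix of library 1 names software version 3.0.0, which is another version than the methods name. The other deposited columns used are names of cells, clusters and cell types, and carry no unit.

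From these counts, CPM and shares of cells with a UMI were computed per cell type and library. The kept cells held 51969226 UMIs in library 1 and 62738015 in library 2. Exact Poisson and Clopper-Pearson intervals (95%) cover counting error only. A count of 0 was given a limit of 3 counts. Cells were thinned to 3600 UMIs, the 10th percentile of UMIs per cell in the cell type with the lowest median, rounded down to a multiple of 100. This used 1 random draw with seed 1. In this draw, the share of Kit-positive cells was low in Ery and G, so the mean over all draws, computed exactly, is given beside it. The draw was not replaced.

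The thinned share and the intervals were tested on simulated counts of a gene in cells of 2 depths, all with the same true fraction. The thinning of whole cells was tested on simulated cells of equal depth with 300 genes. Groups whose cells differ in their true level were not simulated. The true share was 16.5%, and the mean thinned share was 16.5% in shallow and 16.5% in deep cells. The CPM intervals held the true value in 96.2% of simulated groups and the share intervals in 95.8%.

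Erythroid cells were ordered by the share of UMIs from Hba-a1, Hba-a2, Hbb-bs and Hbb-bt in 10 groups. Free RNA was measured in barcodes with 1 to 50 UMIs and assumed to make up 5, 10 or 20% of the UMIs of a cell, or the largest share that the Hbb-bs level of non-erythroid cells allows. The genes named are those that the paper names in its scRNA-seq text, genes of stained proteins, and lists of endothelial, hemogenic, stem cell, granule, mast cell, globin and sex genes. Between libraries, they are the 5 highest and 5 lowest CPM ratios in Eryb among genes with at least 50 CPM in a library. Itgam is carried by 2 gene identifiers and is not reported. The result for a further gene of these lists is not reported here.

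Alternatives were each library alone, no thinning and thinning to 7200 UMIs, at least 2 UMIs per positive cell, filters of 500 or 1000 genes and 10% mitochondrial UMIs, rebuilt clusters, other scales, other orders and numbers of groups, and other definitions of empty droplets. For doublets, scrublet in scanpy 1.11.5 was run per library with an expected rate of 4%. Its automatic threshold called 1 cell of library 1 and 5 cells of library 2, too few for the caller to have worked, so this alternative gave no value. Leaving out the 4% of cells with the highest scores was added after the data had been seen. Seurat 5.3.0 in R 4.3.3 rebuilt the clusters. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest. With 1 liver, no test between samples was made and no p-value is given. Flow cytometry, imaging and knockout experiments were not analysed here.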

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

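Both tests of the uncalled barcodes and of Cpa3 in this part were chosen after the values had been seen.

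Signal appeared in barcodes that the paper did not analyse. In library 2, 3311 barcodes that were not called as cells had at least 1000 UMIs and 200 genes, against 168 in library 1. The highest of those in library 2 had 4385 UMIs, just under the lowest kept cell of that library, with 4387. Each was compared with the profiles of the 9 cell types and of empty droplets by multinomial likelihood. In library 2, 1907 of them (57.6%) were matched best by a cell type, 315 of these by a type other than Ery, Eryb and EryP. Empty droplets were the best match for 42.4% (95% confidence interval 40.7 to 44.1%), and free RNA alone would make them the best match for most. All 500 simulated empty droplets of 1000 UMIs were matched to the empty-droplet profile. Of kept cells of library 2 thinned to 1000 UMIs, 82.9% were matched to their own type, but only 52.9% of G cells, so single matches are uncertain. The 1404 barcodes matched to empty droplets remain open, as 315 of the 2528 thinned cells were also matched there. Damaged cells and debris were not tested. Neither was a different calling of cells in the 2 libraries. Only the matrix header of library 1 names a software version, and its kept cells went down to 504 UMIs. No biological explanation was tested, since the design has 1 liver.

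The G cluster held Cpa3, a gene of mast cells and basophils that the paper does not discuss, at 130 CPM (119 to 142), in 79 of 287 cells. In free RNA it was at 17.7 CPM in library 1 and 3.06 CPM in library 2. HSPCs had 26.2 CPM (22.4 to 30.4). Of the other mast cell and basophil genes, Ms4a2 was at 12.4 CPM (9.12 to 16.5) and Mcpt8 at 4.75 CPM (2.82 to 7.51) in G, and no Cma1 UMI was found there. Cpa3 was looked at as a source of the Kit UMIs of the cluster. Kit was at 45.4 CPM (25.4 to 74.9) in the 20 G cells with at least 2 Cpa3 UMIs after thinning. Kit was also found in G cells in which no Cpa3 UMI was detected. Of the 37 cells with early and without late granule genes and with 0 Cpa3 UMIs before thinning, 15 held a Kit UMI, and Kit was at 25.8 CPM (15.5 to 40.2). The 68 such cells with a Cpa3 UMI had 41.0 CPM (30.6 to 54.0), and G cells with late genes 8.65 CPM (4.84 to 14.3). Mast cell or basophil progenitors are thus argued against as the only source of Kit in the pooled libraries. Within each library the intervals overlapped, with 28.0 CPM (12.8 to 53.2) and 24.0 CPM (11.5 to 44.1) in cells with early and without late genes and 0 Cpa3 UMIs, against 9.03 CPM (3.90 to 17.8) and 8.24 CPM (3.31 to 17.0) in those with late genes. Progenitors in which Cpa3 was missed remain open, because 0 UMIs do not show that a cell lacks its transcripts.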

How the results depend on the processing

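Alternatives were fixed before the data were examined, except the scrublet scores, the common UMI minimum, the mean over all draws and the free-RNA share from Hbb-bs, which were added afterwards. No paired analysis was possible because there is 1 condition and no test. The alternative of leaving out doublets called by scrublet gave no value, since almost no cell was called. A value counts as moved where it left the 95% interval of the reported one. Of the Kit shares, 92 stayed within it and 22 moved, and of the Kit levels, 55 stayed and 5 moved. The causes of the differences after rebuilding the clusters were not tested. Of the differences between the libraries in this section, only that in the share of EryP was tested for a cause, the UMI minimum. That test decided nothing.

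Kit shares depend on depth by construction. Without thinning, they were 48.9% in HSPC, 26.8% in Ery, 0.605% in Eryb, 22.0% in G, 42.8% in the first erythroid group and 5.44% in the second. With thinning to 7200 UMIs they were 32.2% in HSPC, 12.7% in Ery, 0.526% in Eryb and 16.4% in G. Requiring at least 2 UMIs without thinning gave 9.54% in Ery, and 0% in Eryb and Mk. The mean over all draws moved Ery alone among the Kit shares, to 6.42%. The filter of 1000 genes and 10% mitochondrial UMIs gave a Kit share of 0% in Hepa. For Runx1 in HSPC, the share was 70.3% without thinning, 49.2% with thinning to 7200 UMIs and 40.4% with at least 2 UMIs.

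With each library alone, the Kit share ranged from 0 to 1.79% in Mk, from 0 to 2.17% in Mo/KC and from 0 to 3.23% in Hepa. Kit levels ranged from 0.564 to 1.03 CPM in Eryb, from 1.30 to 5.92 CPM in Mk, from 0 to 3.53 CPM in EC and from 0 to 6.17 CPM in Hepa. Runx1 ranged from 80.6 to 102 CPM in HSPC, and its share from 0 to 6.45% in Hepa. The Kit UMIs of EC and Hepa and 6 of the 7 of Mk were in library 2. The Kit-positive thinned Mo/KC cell was in library 1.

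Rebuilt clusters gave a Kit level of 17.2 CPM in Ery, and no value for EryP, Mk and Mo/KC. On the natural log scale, Ery ranked 2 and G ranked 3 for Kit, whereas in CPM G ranked 2 and Ery ranked 3, so their order depends on the scale. HSPC ranked 1 on both.

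Along erythroid maturation, ordering by the first principal component gave a Kit share of 2.39% in the second group. With 5 groups, the first had 4.87% and the second 0.346%, and with 20 groups the second had 6.76%, since the groups hold other cells. The last group stayed within its interval, and the first was above the second, in each of these orders, numbers of groups, single libraries and with and without thinning.

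With at least 500 genes, 5193 cells of library 1 and 4899 of library 2 were kept, and with at least 1000 genes and under 10% mitochondrial UMIs 3783 and 3638. The stricter filter gave shares of 5.63% for HSPC, 21.9% for Ery, 64.3% for Eryb, 0.323% for EryP, 3.71% for G, 1.41% for Mo/KC and 0.593% for EC. At least 500 genes gave 1.68% for EryP. The UMI minimum of library 2 in both libraries gave 4.53% for HSPC. Between the libraries, the share ranged from 69.7 to 71.4% for Eryb and from 2.33 to 3.10% for EryP. No Kit level or Kit share moved when the highest 4% of scrublet scores were left out or the UMI minimum of library 2 was applied to both libraries. The scrublet alternative left out no Mk, Mo/KC, EC or Hepa cell, so it shows nothing for these types. The Kit UMIs expected from free RNA stayed within the counting interval of the 10% value under each definition of empty droplets and with the share from Hbb-bs. The number of cells, above all the 46 ECs and 64 hepatoblasts, limits the precision for the rare types.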

Differences from the paper's values

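The numbers of cells per library and per cell type match the paper's, and no stated number differed by more than 1.5-fold. The statements below were set beside the values after the data had been seen.

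The paper states that Kit transcripts were not detected in differentiated myeloid cells, and its G cluster in Fig. 4D is labelled as granulocytes. In the G cluster, Kit was at 23.0 CPM (18.4 to 28.3) and 63 of 287 cells held a UMI, against 7.31 UMIs that a free-RNA share of 20% would give for the 87 found. The G cells with late and without early granule genes held 1 Kit UMI in 84 cells, in keeping with the paper's statement for such cells. Monocytes and Kupffer cells and megakaryocytes held 7 Kit UMIs each (2.81 to 14.4), and hepatoblasts 5 (1.62 to 11.7), where the paper also states that Kit was not detected. Free RNA at 20% gives numbers within these intervals, but 20% is above the largest shares that Hbb-bs allows in these types, 5.33 to 12.6% per library. At those shares, and with the free-RNA level of Kit at its upper limits, free RNA gives 1.71 UMIs in monocytes and Kupffer cells and 2.69 in megakaryocytes, still under the interval, and 2.07 in hepatoblasts, within it. Free RNA at these shares thus leaves part of the UMIs of the first 2 types unaccounted for. Doublets were not tested in these types, and the few UMIs are listed as open and not as differences.

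The paper defines Ery cells as lacking Rhd. Rhd was found at 340 CPM (334 to 346) in Ery, lower than the 1259 CPM in Eryb and higher than the 44.6 CPM in HSPC. The lowest level within Ery was 183 CPM in Ery 1.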

Other observations

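The tests of the genes that differ between libraries, of the depth of HSPCs, of free RNA in the G cluster and of the UMI minimum were chosen after the result had been seen. The Hbb-bs share of free RNA and the comparison of Kit-positive Eryb cells with progenitors were also added then.

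The libraries were compared to see whether they are separate samples of the same liver. They shared 31 cell barcodes, against 37.6 expected by chance, so the libraries are not copies of each other. Y-linked genes were at 63.4 CPM in library 1 and 43.7 CPM in library 2, and Xist at 0.366 and 0.128 CPM. Both libraries thus hold male cells, which leaves open whether they come from 1 embryo. The test cannot separate 1 embryo from several male embryos.

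Within Eryb, 10 of 1795 genes with at least 50 CPM were over 4-fold from the median ratio between the libraries, all of them higher in library 1. The 5 highest were Hist1h2ap (1001 CPM in library 1 and 19.5 CPM in library 2), Gm10076 (710 and 18.4), Gstp1 (73.2 and 1.32), Gm10116 (210 CPM in library 1, 16.8-fold the level in library 2) and Gm10020 (53.1 and 2.68). The 5 lowest were Hba-a2 (40135 and 87265 CPM), Hypk (51.7 and 109), Hba-a1 (63619 and 122114), Rpl6l (35.8 and 68.8) and Pdia2 (29.5 and 54.0). A candidate explanation is that reads from near-identical copies were counted differently. Each of the 10 genes over 4-fold from the median ratio, which do not include the 5 lowest, shared over 10% of the 31-base stretches of their transcript ends with another gene, against 26.4% (24.4 to 28.6%) of the other genes. Of the 5 lowest, Pdia2 shared 0%, so this does not extend to its difference. A changed state of Eryb cells is argued against, since all 10 genes over 4-fold differed in the same direction in HSPC, Ery and G. The levels of these genes are uncertain. The 4 globin genes made up 36.1% of Eryb UMIs in library 1 and 58.8% in library 2, a difference whose cause was not tested. The design has 1 condition, so no biological explanation for differences between the libraries was tested beyond the state of Eryb cells.

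Kit in the G cluster may come from early granulocyte progenitors. Kit was at 35.3 CPM (27.6 to 44.7) in the 105 G cells with early and without late granule genes, and at 8.65 CPM (4.84 to 14.3) in those with late genes. Whether some of these are mast cell or basophil progenitors remains open. Free RNA at 20% would give 7.31 Kit UMIs, against 87 found (69.7 to 107), and is argued against as the source.

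Kit in erythroblasts was found as 45 UMIs (32.8 to 60.2). Free RNA at 20% would give 113, above the interval, so this share is too high for erythroblasts. At 10% it would give 56.6, within the interval, so free RNA may account for all of it. At 5% it would give 28.3, below the interval, so residual transcription in Eryb remains open. Doublets with a progenitor are argued against as the source. Of 45 Kit-positive Eryb cells, 2.22% (0.0562 to 11.8%) held a Myb, Cd34 or Ptprc UMI, against 3.31% (2.21 to 4.75%) of Kit-negative cells of the same depth. A doublet would carry over the genes of the progenitor. Among Kit-positive HSPCs and Ery cells thinned to 3600 UMIs, 87.9% (82.6 to 92.0%) and 33.9% (29.6 to 38.4%) held such a UMI, and thinned to 1800 UMIs 64.1% (57.1 to 70.6%) and 16.4% (13.2 to 20.1%). Single doublets among the 45 cells, and pairs with a smaller share of progenitor UMIs, remain open.

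In ECs and hepatoblasts together, 7 Kit UMIs (2.81 to 14.4) were found, against 4.31 expected from free RNA at 20%. The largest share that Hbb-bs allows is lower and would give 1.97, under the interval, or 3.09 with the free-RNA level of Kit at its upper limits, within it. For hepatoblasts alone, free RNA at 10% would give 1.38, under the counting interval of the 5 found (1.62 to 11.7), but the free-RNA level rests on 21 and 17 Kit UMIs in the empty droplets of the libraries. Free RNA and low expression cannot be told apart, because the UMIs are too few and the free-RNA share of these cells is not known. The erythroid marker Klf1 was at 153 and 221 CPM in hepatoblasts of libraries 1 and 2, against 443 and 338 CPM in free RNA. Free RNA at the Hbb-bs shares of 8.69 and 10.3% would give less Klf1 than this. In ECs this held in library 2 (56.5 CPM) and not in library 1 (49.6 CPM). RNA of erythroid cells that came in otherwise is thus a further open source. Doublets, which could carry it, were not tested in ECs and hepatoblasts.

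Less than all HSPCs held a Kit UMI, which may reflect depth. If every HSPC had the same Kit fraction, 222 Kit-positive cells would be expected (202 to 241 in 10000 draws), and 206 were found. In Ery, 469 were found against 559 expected (523 to 595), in keeping with unequal levels among Ery cells. The share of HSPCs with a Kit UMI is thus no estimate of the share that expresses Kit.

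Kitl, the gene of the KIT ligand, may be transcribed in ECs and hepatoblasts at this stage. It was at 25.3 CPM (15.7 to 38.7) in ECs and 28.3 CPM (20.3 to 38.4) in hepatoblasts, above the highest upper limit of a hematopoietic cell type, 5.61 CPM in Mo/KC. In free RNA it was at 1.01 CPM in library 1 and 1.02 CPM in library 2.

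EryP made up 3.10% of cells in library 1 and 2.33% in library 2. A different UMI minimum was tested as the cause, and with the minimum of library 2 the share in library 1 was 2.98%. The test decides nothing, because the intervals of the libraries already overlapped before.

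HSPCs held the stem cell genes Hlf at 41.5 CPM (36.7 to 46.8), Procr at 11.4 CPM (8.97 to 14.3; 7.25 CPM in library 1 and 16.0 CPM in library 2) and Mecom at 7.00 CPM (5.12 to 9.33). Among genes linked to hemogenic endothelium, Gfi1 and Spi1 held 0 and 1 UMIs in ECs, and Gfi1b 14.5 CPM (7.48 to 25.3). Gfi1b was at 89.7 CPM in the free RNA of library 1 and 59.7 CPM in that of library 2. Free RNA at 20% would give 11.5 Gfi1b UMIs in ECs, against 12 found (6.20 to 21.0). The share from Hbb-bs would give 5.14, or 6.03 at the upper limits, just under the interval, so the origin of these UMIs remains open. In hepatoblasts, free RNA at 20% would give 21.1 Gfi1b UMIs, under the counting interval of the 48 found (35.4 to 63.6). Free RNA at this share thus leaves part of the Gfi1b UMIs of hepatoblasts unaccounted for. Of the genes of stained proteins, Ptprc was at 52.6 CPM (47.2 to 58.5) in HSPC, Adgre1 at 124 CPM (107 to 143) and Csf1r at 340 CPM (312 to 370) in Mo/KC, and Itga2b at 772 CPM (732 to 814) in Mk.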
